# The Novel Omega-6 Fatty Acid Docosapentaenoic Acid Positively Modulates Brain Innate Immune Response for Resolving Neuroinflammation at Early and Late Stages of Humanized APOE-Based Alzheimer's Disease Models

**DOI:** 10.3389/fimmu.2020.558036

**Published:** 2020-10-16

**Authors:** Qiu-Lan Ma, Cansheng Zhu, Marco Morselli, Trent Su, Matteo Pelligrini, Zhengqi Lu, Mychica Jones, Paul Denver, Daniel Castro, Xuelin Gu, Frances Relampagos, Kaitlin Caoili, Bruce Teter, Sally A. Frautschy, Gregory M. Cole

**Keywords:** Alzheimer's disease, neuroinflammation, fatty acid, linoleic acid, docosapentaenoic acid, APOE, EFAD

## Abstract

Neuroinflammation plays a crucial role in the development and progression of Alzheimer's disease (AD), in which activated microglia are found to be associated with neurodegeneration. However, there is limited evidence showing how neuroinflammation and activated microglia are directly linked to neurodegeneration *in vivo*. Besides, there are currently no effective anti-inflammatory drugs for AD. In this study, we report on an effective anti-inflammatory lipid, linoleic acid (LA) metabolite docosapentaenoic acid (DPAn-6) treatment of aged humanized EFAD mice with advanced AD pathology. We also report the associations of neuroinflammatory and/or activated microglial markers with neurodegeneration *in vivo*. First, we found that dietary LA reduced proinflammatory cytokines of IL1-β, IL-6, as well as mRNA expression of COX2 toward resolving neuroinflammation with an increase of IL-10 in adult AD models E3FAD and E4FAD mice. Brain fatty acid assays showed a five to six-fold increase in DPAn-6 by dietary LA, especially more in E4FAD mice, when compared to standard diet. Thus, we tested DPAn-6 in aged E4FAD mice. After DPAn-6 was administered to the E4FAD mice by oral gavage for three weeks, we found that DPAn-6 reduced microgliosis and mRNA expressions of inflammatory, microglial, and caspase markers. Further, DPAn-6 increased mRNA expressions of ADCYAP1, VGF, and neuronal pentraxin 2 in parallel, all of which were inversely correlated with inflammatory and microglial markers. Finally, both LA and DPAn-6 directly reduced mRNA expression of COX2 in amyloid-beta42 oligomer-challenged BV2 microglial cells. Together, these data indicated that DPAn-6 modulated neuroinflammatory responses toward resolution and improvement of neurodegeneration in the late stages of AD models.

## Introduction

Neuroinflammation, derived from innate immune responses, is commonly characterized by the release of inflammatory cytokines from activated microglia. It substantially contributes to the pathogenesis and progression of Alzheimer's disease (AD) (1). The important role of neuroinflammation in AD is underscored by findings in recent years from human genome-wide association studies, whole-genome sequencing, and gene expression network analysis, which have uncovered common and rare genetic variants that are associated with AD. These genes are involved in innate immunity, implicating microglial genes in the development and progression of AD such as TREM2, CD33, TYROBP, and other disease-associated microglia genes (2–6). In addition, environmental factors also influence inflammatory responses that could contribute to neuroinflammation and pathologies of AD such as systemic infection, obesity, type 2 diabetes mellitus, coronary artery disease, trauma, and dietary habits (7). In AD, a sustained chronic neuroinflammatory response can not only be toxic to neurons but also decrease the capability of microglia to phagocytize or degrade Aβ, causing further exacerbation of AD pathologies. Thus, inhibition of inflammation by either effective anti-inflammatory drugs or limiting environmental risk factors could be an important preventive and therapeutic strategies for AD.

Epidemiological and animal studies have shown convincing evidence that nonsteroidal anti-inflammatory drug (NSAID) use is associated with risk reduction for AD in humans and AD pathology in animal models (8, 9). In an early longitudinal study of aging which included 1,686 participants, a 50% reduction of AD was associated with consistent NSAID consumption (10). In subsequent studies, more than 15 epidemiological studies have reported a consistent finding that the longer the NSAIDs were used prior to clinical diagnosis, the greater the sparing effect (8). NSAIDs are typically competitive inhibitors of cyclooxygenase (COX), the enzyme that mediates the bioconversion of arachidonic acid to inflammatory prostaglandins (PGs) (11). However, clinical trials with NSAIDs have generally not shown positive results for treating or preventing AD (12), suggesting the complexity of the inflammatory process in AD and a need to explore other effective anti-inflammatory or immunomodulatory agents.

Extensive studies have suggested that omega-6 arachidonic acid is primarily pro-inflammatory. However, long-chain omega-3 (n-3) polyunsaturated fatty acids (PUFAs), namely docosahexaenoic acid (DHA) and eicosapentaenoic acid (EPA), as well as their enzymatically oxygenated mediators such as protectins, resolvins, and maresins have anti-inflammatory effects in AD (13–15). In many studies, the ratio of n-3 to n-6 has been often used as an index to reflect the relative abundance of n-3 PUFAs. The role of n-6 PUFAs has not been as well studied. It is typically considered pro-inflammatory although some n-6 PUFAs exhibit effects similar to n-3 PUFA in some studies (16). Therefore, we explored the role of dietary linoleic acid (LA) in neuroinflammation and investigated its possible anti-inflammatory mechanisms in AD models. Because the most altered CNS n-6 fatty acid metabolite on LA diet in EFAD mice was docosapentaenoic acid (DPAn-6) which can serve as a substrate for anti-inflammatory resolving lipid mediators, we tested the impact of daily direct gavage administration of DPAn-6 on neuroinflammation in late stages of a severe AD pathology model E4FAD (APOE4-TR^+/+^/5xFAD^+/−^) mice for three weeks, which carries human APOE4 targeted replacement (APOE4-TR^+/+^). We found that DPAn-6, a long-chain metabolite of LA, has anti-neuroinflammatory and neuroprotective effects in late stages of E4FAD mice. Our results provide the first evidence of DPAn-6 control of neuroinflammation in AD models.

## Materials and Methods

Ethics Statement—All animal experiments were conducted with the approval of the Animal Research Committee, University of California, Los Angeles and carried out with strict adherence to the current guidelines set out in the NIH Guide for the Care and Use of Laboratory Animals at the Association for Assessment and Accreditation of Laboratory Animal Care.

### High Omega-6 (n-6) Linoleic Acid Diet in Adult E3FAD and E4FAD Mice

Since APOE4 is a strong genetic risk factor for AD (17), we used E3FAD and E4FAD mice for this study. These EFAD mice were originally obtained from Dr. Mary Jo Ladu (University Illinois, Chicago). They were made by crossing human APOE-target replace (APOE-TR^+/+^) mice on a C57/BL6 background with 5xFAD mice^+/−^(18). The 5xFAD transgenic mice developed amyloid plaques at the age of 2-month old and markedly over-produce human Aβ42 (19), the most abundant peptide found in AD amyloid plaque pathology. In EFAD mice, Aβ deposition was delayed by about 4 months compared to 5xFAD mice (20). E4FAD mice, analogous to human APOE4-carriers, have more accelerated AD pathology than E3FAD mice (20). In addition, APOE4-TR mice have impaired lipid metabolism (21). In this study, we tested whether high n-6 linoleic acid (LA) diet has a different impact on APOE isoforms with E3FAD and E4FAD mice. The EFAD mice of both sexes were raised on a standard diet (ST, Purina 5015 breeder chow; Purina Mills, St. Louis, MO) until 3–4-months. then, the mice were split into two groups. Two groups (high LA diet, *n* = 8/per group, 5 females, 3 males for both E3FAD and E4FAD mice, respectively) were switched to LA-enriched diet using safflower oil that delivered 4.86% of LA or 6% of total fat in mouse food diet (weight/weight) (Harlan Teklad, Madison, WI) for 4 months. The other two groups (ST diet, *n* = 9/per group, 5 females, 4 males for both E3FAD and E4FAD mice, respectively) remained on ST diet (5015 breeder chow) as controls.

### Administration of n-6 Docosapentaenoic Acid (DPAn-6) by Oral Gavage to Aged E4FAD Mice

In the high LA diet experiment, we found that a high LA diet increased its metabolite docosapentaenoic acid (DPAn-6) in the brain, which was increased more in E4FAD mice than in E3FAD mice. Thus, we further tested whether DPAn-6 *per se* had a treatment effect in aged E4FAD mice. During this experiment, DPAn-6 was administrated daily by oral gavage to 12 to 14- months old E4FAD mice (*n* = 5, 3 females, 2 males) at 700 mg/Kg body weight for three weeks. They were then compared to age-matched control vehicle-treated mice (*n* = 7, 4 females, 3 males) that received oral gavage with vehicle containing 0.1% of antioxidants of alpha-tocopherol and 0.1% of palmitoyl ascorbic acid. These antioxidants provided to all groups were used to prevent the *ex vivo* lipid peroxidation of the DPAn-6 (ethyl ester) preparation. DPAn-6 was purchased from Nu-Chek Prep Inc.

### Animal Brain Tissue Collection

At the end of the experiment, the mice were sacrificed under deep anesthesia and perfused by TBS buffer with protease and phosphatase inhibitors. Different brain regions were dissected from one hemisphere for biochemistry. The other brain hemisphere was fixed in 4% paraformaldehyde and sectioned for immunohistochemistry as previously described (22).

### Brain Fatty Acid Analysis

Brain fatty acid analysis was conducted on the frontal cortex using the Folch method and gas chromatography with flame ionization detection as reported previously (23, 24).

### Brain Proinflammatory Cytokines Assay

An MSD V-Plex cytokine panel assay was performed on brain hippocampal tissues using a 10-multi-spot 96 well plate according to the manufacturer's instructions. The assay is a multiplex sandwich immunoassay. Among the 10 capture antibodies, only interleukin 1 beta (IL-1β), interleukin 5, interleukin 6 (IL-6), interleukin 8, interleukin 10 (IL-10), and tumor necrosis alpha (TNFα) were reliably detected in hippocampus. Bovine serum albumin coating was used to reduce non-specific binding. Cytokine levels were measured using duplicate determinations for standards and samples and then analyzed by an MSD SECTOR Imager.

### Immunohistochemical Staining, Light Microscopy, and Confocal Microscopy

Frozen formalin-fixed mouse brains were sectioned for coronal sections at a thickness of 12 μm, mounted on pre-cleaned and pre-coated Superfrost Plus slides (Fisher Scientific), dried overnight, and slides were stored in sealed boxes in a −20°C freezer for two more days to allow cold drying before use. For 3,3'-diaminobenzidine (DAB) staining, slides with sections were stained for Ionized calcium-binding adaptor molecule 1 (Iba1, Wako Chemicals USA, Inc., Richmond, VA) and evaluated by light microscopy. Stored slides with cryosections of mouse brain were removed from −20°C freezer, warmed to room temperature for 20 min, then steamed for 15 min in Unmasking Antigen Solution. Sections were quenched in 0.6% hydrogen peroxide with methanol for 30 min at room temperature and washed 3 times with TBS. After treating with 0.3% Triton X-100 in TBS for 10 min, sections were incubated in a blocking solution with 5% normal goat serum and 3% BSA in TBS at 37°C for one hour. Then the primary antibody (1:200 dilution) was added to sections, and they were incubated at 4°C overnight. Vector biotinylated goat anti-rabbit (BA-1000) antibody (1:1,200) was used with 1.5% normal goat serum and 3% bovine serum albumin (BSA) in TBS. Then sections were incubated in secondary antibody followed by VECTASTAIN ABC Elite Standard Kit (PK-6100, Vector Labs) at 37°C for one hour. Sections were developed using a Peroxidase/Diaminobezidiene Metal Enhance Substrate kit (Cat. 34065; Pierce, Rockford, IL.). The images were taken every 10 sections through the hippocampus and analyzed with ImageJ. First, the images of layers 4–6 of the temporal cortex are acquired in TIFF format at 10x magnification on a Leica digital MC170HD camera with 5M pixels, attached to a Nikon Eclipse E800 microscope. Then the macros for Image J are run. The first macro calibrates the image to micrometers and optical densities (OD) from 0 (white) to 2.6 (black), runs “RGB stack,” enhances contrast at saturation 0.2%, then smooths stacks and set threshold range for 1.65 to 2.55 OD. The second macro analyzes particles in the green channel slices, which best picks up the brown microglia images. Variables measured are “count” (# of particles in selected region), average particle size (μm^2^), percentage area, total area (all particle areas in field). Then the “summary clipboard” of average values are pasted into excel. The region of interest area (ROI) is calculated by (100^*^total area/%area). Cell density is expressed as cells/1000 μm^2^ and calculated by (Count/RO1).

For immunofluorescence staining, after additional slides with sections were removed from the freezer and allowed to equilibrate to room temperature, they were immersed in distilled water for 5 min followed by Vector antigen unmasking solution (cat# H-3300) and steamed for 15 min. After washing in Tris buffer solution (TBS); 0.3% triton X-100 in TBS for 10 min, sections were incubated at 37°C for one hour in blocking solution containing 5% normal goat serum and 3% BSA in TBS. Sections are incubated with the first primary antibody anti-caspase cleaved actin (fragment of actin or “Fractin”) at a dilution to 1: 100 at 4°C overnight, then followed by incubation with the secondary antibody tagged with a fluorescent dye (Red, Alexa Flour plus 594) at a dilution to 1:1200 at 37°C for one hour. Fractin antibody was developed in our lab to detect end-specific cleavage by caspase-3 or caspase-6 (25). Finally, sections were counterstained with DAPI dye to stain nuclei by VECTASHIELD Antifade Mounting Medium with DAPI. To minimize quenching of the signal, sections were stored in the dark during staining, and examined at The UCLA Confocal Microscopy Core using LEICA Confocal Microscope (SP2 1P-FCS) and then analyzed with NIH-Image public domain software ImageJ. The fluorescence macros were the same as above analyzing Iba1 except using “setAutoThreshold” (“Default dark”) and setThreshold (166, 255, “raw”).

### RNA Purification and Library Preparation

Total RNA was isolated from mouse brain cortex tissue or harvested cultured cells using Ambion RNAqueous® phenol-free total RNA isolation kit with DNase treatment according to the manufacturer's instructions (Ambion Inc., Austin, Texas, USA). DNA libraries were prepared using KAPA mRNA (Roche) according to the manufacturer's instructions and sequenced on Hiseq3000 at the UCLA Technology Center for Genomics & Bioinformatics.

### RNA-Sequencing (RNA-Seq) Processing and Analysis

RNA-Seq reads (generated using STAR quantmode) were aligned using STAR 2.5 (26) to the mouse reference genome ENSEMBL (version GRCm38.88) and read counts per gene “GeneCounts” were generated in a gtf file. Differential gene expression analysis was performed using the *voom* method that is designed to accommodate the mean-variance relationship of the transformed data using precision weights (Part of limma-voom method). Limma-voom is a widely used method for the RNA-Seq differential gene expression analysis (27). We defined a select subset of treatment-affected genes based on a two-tailed *t*-test (*p* < 0.05) (28) and whether these genes were decreased or increased by DPAn-6.

### cDNA Synthesis and Quantitative Real-Time Reverse Transcription PCR (RT-PCR)

RETROscript™ first strand synthesis kit was used for reverse transcription of cDNA synthesis (Ambion Inc., Austin, Texas, USA). Gene mRNA levels of cyclooxygenase-2 (COX-2) and hypoxanthine guanine phosphoribosyl transferase (HPRT) were measured by RT-qPCR (TaqMan technology) in 384 well plates using an ABI 7900HT real-time PCR machine. Pre-designed TaqMan Rodent primers and probes were used for the assay (Thermo Fisher Scientific). The HPRT was used as an internal control to normalize the relative expression of COX-2.

### Microglial BV2 Cell Culture and Treatments

Immortalized BV2 murine microglial cells were gifted from Dr. Monica J. Carson (University of California, Riverside). Cells were cultured in 6 well plates in Dulbecco's modified Eagle's medium (DMEM, Gibco-BRL, Grand Island, NY, USA) supplemented with 10% heat-inactivated fetal bovine serum (Gibco), 100 U/mL penicillin, 100 μg/mL streptomycin and 2 mM L-glutamine in a 5% CO_2_-humidified air environment incubator at 37°C. BV2 cells were pretreated with or without 50 μM of n-6 docosapentaenoic acid or linoleic acid in DMEM culture media with 2% serum for 24 h. The cells were then changed to a serum-free media of DMEM with or without 0.25 μM of Aβ42 oligomers for an additional one or four hours. Tocopherol acetate (10 μg/mL) was used as an antioxidant to prevent *ex vivo* lipid peroxidation for all groups including controls. At the end of the experiments, the BV2 cells were collected using a lysis buffer (provided in the Ambion RNAqueous® phenol-free total RNA isolation kit) for RNA extraction and analysis. COX-2 and HPRT mRNA expressions were measured by RT-qPCR as described above.

### Statistical Analysis

Experimental data were presented as group means ± SEM. RNA-Seq expression unit was normalized as log counts per million (log CPM). RNA-Seq data distribution was assumed to be normal but this was not formally tested (29). Law et al. proposed the *voom* transformation to transform the count distribution to a distribution close to the normal distribution in RNA-Seq data analysis and demonstrated that using *limma* with the *voom*-transformed count data performed comparable to count-based RNA-Seq analysis methods, such as edgeR, DESeq, baySeq, and DSS (27, 30). Recent evaluation of the limma-voom method ranks it among the top performing RNA-Seq differential expression analysis tool, and Limma+voom is one of the most balanced software programs considering the precision, accuracy, and sensitivity that it delivers (31). In addition, the published methods article using limma-voom tutorial specifies that it does not require testing of transformed read counts for normality of the distribution (29). The *voom* transformation is a sample-specific transformation, defined as log-CPM (30). Two tailed Student *t*-test (unpaired) was used to compare two groups. One-way ANOVA was used to compare more than two groups using GraphPad Prism software. Experimental animals were coded. Experiments conduct, data collection, and analysis were performed with the experimenter blind to the assigned groups.

## Results

### Impact of Omega-6 Linoleic Acid-Enriched Diet on Brain Polyunsaturated Fatty Acids in EFAD Mice

There are two essential classes of polyunsaturated fatty acid (PUFAs) that humans cannot synthesize. They must be obtained from food. One series is omega-3 (n-3) that begins with alpha linolenic acid (ALA, 18:3) which is used for the synthesis of long-chain n-3 PUFAs such as DHA and EPA, which can be metabolized to anti-inflammatory eicosanoids to reduce the risks for AD, cardiovascular diseases and other chronic inflammatory diseases (32–34). The other essential PUFA is n-6 linoleic acid (LA, 18:2) which is used for the synthesis of long-chain n-6 PUFAs. Physically both n-3 and n-6 PUFAs are important constituents of cell membranes influencing protein mobility while their enzymatically oxidized metabolites influence cellular function via membrane-bound receptors. The n-6 PUFAs have often been assumed to have a proinflammatory function but this has not been as extensively studied in CNS as n-3 PUFAs. To begin to understand whether a high LA diet had an impact on neuroinflammation locally in the brain, we evaluated whether high LA diet altered brain fatty acid composition. The fatty acids are expressed as % of total fatty acids. Table 1 shows that a high n-6 diet did not alter brain LA levels. However, it dramatically increased its metabolite, n-6 docosapentaenoic acid (DPAn-6, 343% in E3FAD, *p* < 0.0001; 574% in E4FAD, *p* < 0.0001) compared to standard diet (ST) diet in C57BL/6 mice. In contrast, the high n-6 diet only slightly increased arachidonic acid levels (ARA, 9.6% in E3FAD, *p* < 0.0001; 8.4% in E4FAD, *p* < 0.001) and docosatetraenoic acid (DTA, 20.9% in E3FAD, *p* < 0.0001; 25% in E4FAD, *p* < 0.0001). In addition, high LA diet also slightly reduced n-3 docosahexaenoic acid (DHA, 7.6% in E3FAD mice, *p* < 0.001; 12.8% in E4FAD mice, *p* < 0.0001) and dihomo-gamma-linoleic acid (DGLA, 25.1% in E3FAD, *p* < 0.0001; 33.3% in E4FAD, *p* < 0.0001). These data clearly indicate that a high LA diet affects the brain fatty acid content more in E4FAD mice than in E3FAD mice, possibly due to increased n-6 turnover by higher amyloid beta and inflammation-driven cytosolic phospholipases. These data also show that the brain level of DPAn-6 was significantly more increased than other PUFAs due to high LA intake in these EFAD mice while DHA showed a modest loss. As a result, we decided to study the impact of DPAn-6 on neuroinflammation in aged E4FAD mice. DPAn-6 (22:5n-6) has a similar structure to the n-3 DHA (22:6n-3), which also has 22 carbons and ≥ 3 double bonds; the main difference from DHA is the single carbon-carbon double bond at the Δ19 position.

**Table 1:** Polyunsaturated fatty acids (PUFAs) content in frontal cortex of EFAD mice.

		**n-6 PUFAs**			**n-3 PUFAs**		
**Diet**	***N***	**LA 18:2n-6^(1)^**	**DGLA 20:3n-6^(2)^**	**ARA 20:4n-6^(3)^**	**DTA 22:4n-6^(4)^**	**DPA 22:5n-6^(5)^**	**DHA 22:6n-3^(6)^**
ST diet in C57BL/J mice	9	0.57 ± 0.016	0.344 ± 0.006	9.8 ± 0.084	2.44 ± 0.61	0.23 ± 0.009	17.24 ± 0.179
LA diet in E3FAD mice	8	0.54 ± 0.021	0.275 ± 0.014^****^	10.74 ± 0.168^****^	2.95 ± 0.055^****^	1.02 ± 0.120^****^	16.02 ± 0.291^***^
LA diet in E4FAD mice	8	0.61 ± 0.020	0.258 ± 0.011^****^	10.62 ± 0.128^***^	3.05 ± 0.028^****^	1.55 ± 0.087^****^	15.278 ± 0.155^****^

*Values are expressed as mean % of total frontal cortex fatty acid ± SEM. The comparison is high LA diet vs. standard (ST) diet*.

*** *P < 0.001*,

**** *P < 0.0001*.

(1) *linoleic acid (LA)*,

(2) *dihomo ⋎-linolenic acid (DGLA)*,

(3) *arachidonic acid (ARA)*,

(4) *docosatetraenoic acid (DTA)*,

(5) *docosapentaenoic acid (DPA)*,

(6) *docosahexaenoic acid (DHA)*.

### Modulation of Brain Pro-inflammatory Cytokines and Cytokine Receptors With Omega-6 Fatty Acids in EFAD Mice

To test whether a high linoleic acid (LA) diet had an impact on neuroinflammation in EFAD mice, we measured proinflammatory cytokines from brain hippocampal tissue with an MSD V-Plex multiplex ELISA kit panel. Surprisingly, we found that a high LA diet, which was initially predicted to increase pro-inflammatory arachidonic acid products and inflammation, actually significantly reduced several pro-inflammatory cytokines and increased anti-inflammatory cytokines. Figure 1 shows that high n-6 diet reduced brain pro-inflammatory cytokines IL-1β (*p* < 0.0001 in E3FAD, a trend *p* = 0.1 in E4FAD mice, Figure 1A) and IL-6 (*p* < 0.0001 in E3FAD, *p* < 0.05 in E4FAD mice, Figure 1B) compared to the standard (ST) diet in EFAD mice. TNF-α had no significant changes (*p* > 0.05, Figure 1C). Interestingly, the inflammation-resolving cytokine IL-10 was increased by high LA diet in both E3FAD (*p* < 0.05) and E4FAD mice (*p* < 0.001, Figure 1D). This data suggested that a high LA diet promoted resolution of neuroinflammation in EFAD mice.

**Figure 1:**
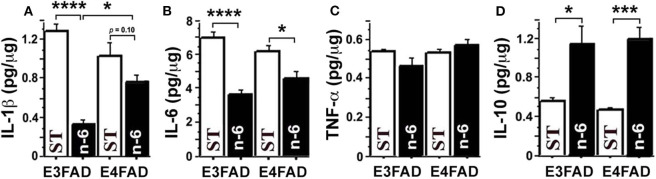
The high n-6 linoleic acid diet reduced brain hippocampal tissue pro-inflammatory cytokines in EFAD mice. **(A)** High linoleic acid (n-6 or LA) diet reduced brain pro-inflammatory cytokine IL-1β in E3FAD (*p* < 0.0001) and a trend in E4FAD mice (*p* = 0.1) compared to the EFAD mice on standard (ST) diet. **(B)** High n-6 diet reduced pro-inflammatory cytokine IL-6 in E3FAD (*p* < 0.0001) and E4FAD mice *(p* < 0.5). **(C)** High n-6 diet did not change pro-inflammatory cytokine TNF-α. **(D)** High n-6 diet increased the inflammation-resolving cytokine IL-10 in both E3FAD (*p* < 0.05) and E4FAD mice (*p* < 0.001). Data represent the mean ± SEM. Significance was determined by one-way ANOVA, *p < 0.05, ***p < 0.001, and ****p < 0.0001.

Because the high LA diet dramatically increased brain levels of DPAn-6 but did not alter the levels of LA in EFAD mice, we speculated that dietary LA's impact on neuroinflammation might be through its metabolite DPAn-6.

To understand the role of DPAn-6 in neuroinflammation, 12 to 14-month-old E4FAD mice were treated by oral gavage DPAn-6 for three weeks. 

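RNA-Seq libraries of the cortex were made from 12 aged E4FAD mice, which carry human APOE4 and familial Alzheimer's disease transgenes. The CTRL group held 7 mice given vehicle and the DPAn-6 group held 5 mice given 700 mg/kg of DPAn-6 daily for 3 weeks, with 1 library per mouse. The sample labels give the age of each mouse. In the CTRL group, 2 mice were 12 months old and 5 were 14 months old, and in the DPAn-6 group 2 were 12 months old and 3 were 14 months old. The paper's methods give the sex ratio of each group, and the labels do not give the sex of single mice. The authors prepared mRNA libraries, aligned the reads with STAR to the mouse genome GRCm38 and counted reads per gene, and they deposited these counts without normalization for 50563 genes. The strand setting of the counting was not given in the sources used here, so genes that overlap on opposite strands could share reads. Total counts per mouse ranged from 15339098 to 19500154 in CTRL (median 17449553) and from 15208803 to 26520251 in DPAn-6 (median 18400132). The totals did not differ between the groups by more than the spread between mice (two-sided exact permutation test, p = 0.222). Counts were expressed as log2 CPM, the log2 of each count scaled to a common library total, after adding 0.5 to each count. The groups were compared with edgeR's quasi-likelihood test with TMM normalization over the 15688 genes that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. The paper's methods name limma-voom for its differential expression, which was run as an alternative. Its figure legends name an unpaired test of group means for single genes, which was not run here. For single genes, the log2 CPM of the groups was also compared by a two-sided exact permutation test over all splits of the mice into groups of 7 and 5, whose smallest p is 0.00126. Unless another method is named, log2 fold changes are edgeR's with TMM normalization, and their standard errors are derived from its F statistic. These fold changes can differ from the difference in mean log2 CPM, without TMM, that the permutation test compares. Gene positions are from GRCm38. In simulated counts of 15552 genes on average with 200 genes changed by 1 on the log2 scale, the edgeR test recovered 87.5% of the changed genes that passed its filter, and 4.72% of its calls were false.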

Brain total RNA was extracted from the cortex for RNA sequencing (RNA-Seq) analysis. Our results show that DPAn-6 reduced mRNA expression of interleukin-1 receptor-like 2 (IL1RL2, *p* < 0.01, Figure 2A), interleukin 6 receptor alpha (IL6RA, p = 0.01, Figure 2B), IL6 signal transducer (IL6ST, *p* = 0.01, Figure 2C), tumor necrosis factor receptor 2 (TNFR2, *p* = 0.01, Figure 2D) and tumor necrosis factor-related apoptosis-inducing ligand (TRAIL, also known as tumor necrosis factor superfamily, member 10 (TNFSF10), *p* < 0.05, Figure 2E). These inflammatory markers are significantly upregulated in the AD brain and implicated in the pathogenesis of many diseases. 

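Il1rl2 (ENSMUSG00000070942; chromosome 1, 40324610 to 40367562) had 1.50 ± 0.19 log2 CPM (SD, n = 7) in CTRL and 0.75 ± 0.30 (SD, n = 5) in DPAn-6 mice, from 23 to 53 counts per mouse. Its log2 fold change was −0.76 (standard error 0.16) with an adjusted p of 0.0287 from edgeR's quasi-likelihood test, and all 5 DPAn-6 mice lay below every CTRL mouse (exact permutation p = 0.00126, the smallest these groups allow). The other 4 genes overlapped between the groups. Il6ra (ENSMUSG00000027947; chromosome 3, 89864059 to 89913196) had 3.86 ± 0.19 log2 CPM (SD, n = 7) in CTRL and 3.45 ± 0.25 (SD, n = 5) in DPAn-6. Its log2 fold change was −0.43 (standard error 0.13), with an exact permutation p of 0.0101 and an adjusted p of 0.109 over all genes from edgeR. Il6st (ENSMUSG00000021756; chromosome 13, 112464070 to 112510086) had 7.19 ± 0.12 (SD, n = 7) in CTRL and 7.02 ± 0.10 (SD, n = 5) in DPAn-6. The exact permutation p was 0.0265, and 0.0189 with TMM scaling. Its log2 fold change by edgeR was −0.20 (standard error 0.07). Tnfrsf1b, which encodes TNFR2 (ENSMUSG00000028599; chromosome 4, 145213463 to 145246870), had 3.28 ± 0.24 (SD, n = 7) in CTRL and 2.97 ± 0.13 (SD, n = 5) in DPAn-6. The exact permutation p was 0.0316, and 0.0202 with TMM scaling. Its log2 fold change by edgeR was −0.35 (standard error 0.12). For Tnfsf10 (ENSMUSG00000039304; chromosome 3, 27317028 to 27342427), with 44 to 91 counts per mouse, the values were 1.85 ± 0.22 (SD, n = 7) and 1.55 ± 0.20 (SD, n = 5). The exact permutation p was 0.0366. Its log2 fold change of −0.32 (standard error 0.14) had an unadjusted p of 0.0397 by edgeR. In all 5 genes, each DPAn-6 mouse was below the CTRL mean. The adjusted p of Il1rl2 was above 0.05 without CTRL replicate 4 (0.0567) or 6 (0.0532) and without DPAn-6 replicate 1 (0.0760), 2 (0.0506), 3 (0.102) or 4 (0.0953). The unadjusted edgeR p of Il6st rose to 0.0545, 0.0614 and 0.0502 without DPAn-6 replicates 1, 3 and 4. With each library's trend on length and GC removed, the log2 fold change of Il6st was −0.10 (unadjusted p = 0.129), and with Ttr as covariate that of Il6ra was −0.30 (unadjusted p = 0.0988), both chosen after the data were seen. The unadjusted edgeR p of Tnfsf10 rose above 0.05 without CTRL replicate 2 (0.0538), 3 (0.0597) or 6 (0.0908) and without DPAn-6 replicate 1 (0.112), 2 (0.0713) or 3 (0.0820), by DESeq2 (0.0511), without TMM (0.0522), without a filter (0.0700), with age as covariate (0.0520), and with the trend removed (0.0510) or Ttr as covariate (0.0696). In the 14-month mice only, it was 0.0602 for Il6ra, 0.266 for Il6st, 0.239 for Tnfrsf1b and 0.104 for Tnfsf10.
Of the 17 genes that the paper compares between the groups by RNA-Seq, 17 moved in the direction the paper gives. By edgeR, 13 had an unadjusted p below 0.05, 12 had a p below 0.05 adjusted over the list alone, and 5 had an adjusted p below 0.05 over all 15688 genes tested. The study chose the list on these samples, so the count over the list is not independent evidence. By the exact permutation test, 13 of the 17 passed 0.05. In the 14-month mice only, with 5 CTRL and 3 DPAn-6, the edgeR count was 6 in place of 13. Over all genes tested, 243 had an adjusted p below 0.05, of which 64 were higher and 179 lower in DPAn-6, and 2280 had an unadjusted p below 0.05, where 784.4 are expected with no difference. The count of 243 was 224 by limma-voom, the method the paper names, and 1267 by limma-voom with sample weights. It was 9 in the 14-month mice only and 17 with Ttr as covariate, which was chosen after the data were seen. Ttr itself differed between the groups (exact permutation p = 0.0189), so this covariate can also remove part of a treatment difference wherever it is used here. The 14-month mice are fewer, and a difference in sex between their groups cannot be told apart from the treatment. With each mouse left out in turn, the count was lowest without DPAn-6 replicate 3, at 64, and highest without CTRL replicate 3, at 953.

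**Figure D1:**
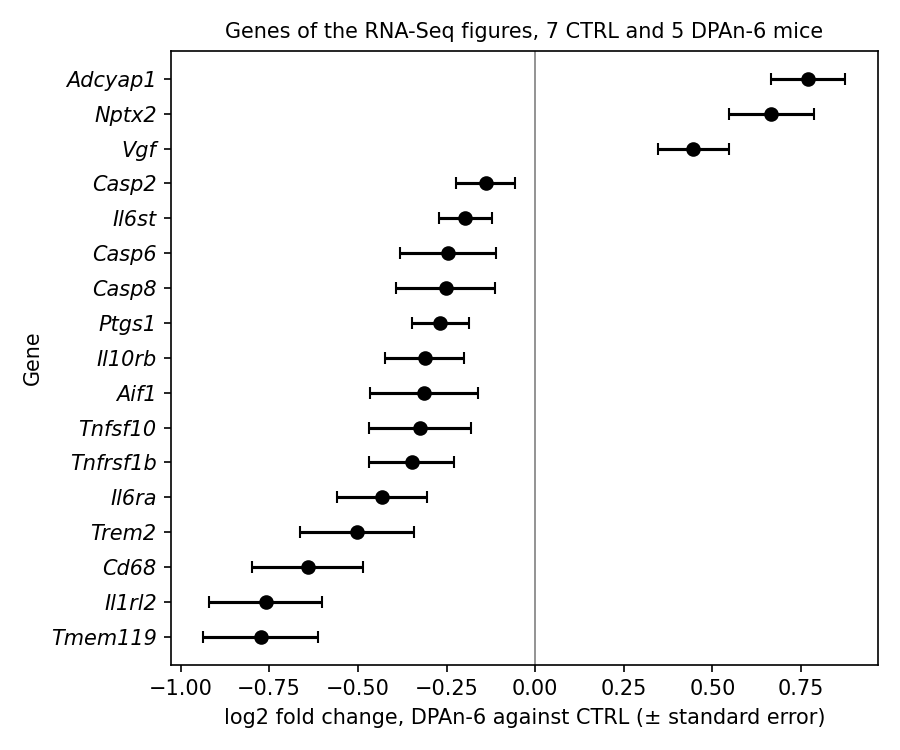
Log2 fold change of DPAn-6 against CTRL on the x axis for the 17 genes of the paper's RNA-Seq comparisons (7 CTRL, 5 DPAn-6 mice). Bars are standard errors derived from the F statistic of edgeR's quasi-likelihood test. Adcyap1, Nptx2 and Vgf lie above 0, and the other 14 genes lie below 0.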

IL1RL2 is strongly expressed in the vicinity of Aβ plaques and neurofibrillary tangles in AD (35). IL-6 receptor (IL6RA) is upregulated in AD frontal and occipital cortex (36). IL6ST is a constituent of a cell-surface type I cytokine receptor complex required in the IL-6 signaling cascade that contributes to neuroinflammation in AD (36). High levels of TNFR1 and TNFR2 in CSF are associated with the conversion of mild cognitive impairment (MCI) to dementia (37). In addition, TNFR1 is required for Aβ-induced neuron death in mouse AD model brains (38). Interestingly, DPAn-6 also decreased IL-10 receptor beta (IL-10Rβ, *p* < 0.05, Figure 2F). 

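Il10rb (ENSMUSG00000022969; chromosome 16, 91406164 to 91425834) had 3.35 ± 0.13 log2 CPM (SD, n = 7) in CTRL and 3.06 ± 0.23 (SD, n = 5) in DPAn-6 mice, from 132 to 222 counts per mouse. The log2 fold change was −0.31 (standard error 0.11) (two-sided exact permutation p = 0.0164), and the adjusted p over all genes was 0.197 from edgeR. Each of the 5 DPAn-6 mice was below the CTRL mean and 3 were below every CTRL mouse. The unadjusted edgeR p was 0.0141, and it rose to 0.0522 without DPAn-6 replicate 3 and to 0.125 in the 14-month mice only.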

IL-10 is a key component of anti-inflammatory signaling that inhibits proinflammatory responses to resolve inflammation in most early disease conditions (39). However, IL-10 is upregulated in AD brain and serum (40–42), and IL-10 knockout preserves synaptic integrity and mitigates cognitive disturbance in APP/PS1 mice (43). IL-10Rβ mRNA expression is also upregulated in AD patient brain detected by cDNA microarrays (44). Our data here suggest that DPAn-6 might modulate the neuroinflammatory response toward resolution and homeostasis from severe disease conditions. Consistently, DPAn-6 inhibited LPS-stimulated elevation of IL-1β and TNFα in human peripheral blood mononuclear cells and acute rat paw edema *in vivo* (45), providing similar direct evidence for the DPAn-6 modulation of inflammation toward resolution.

**Figure 2:**
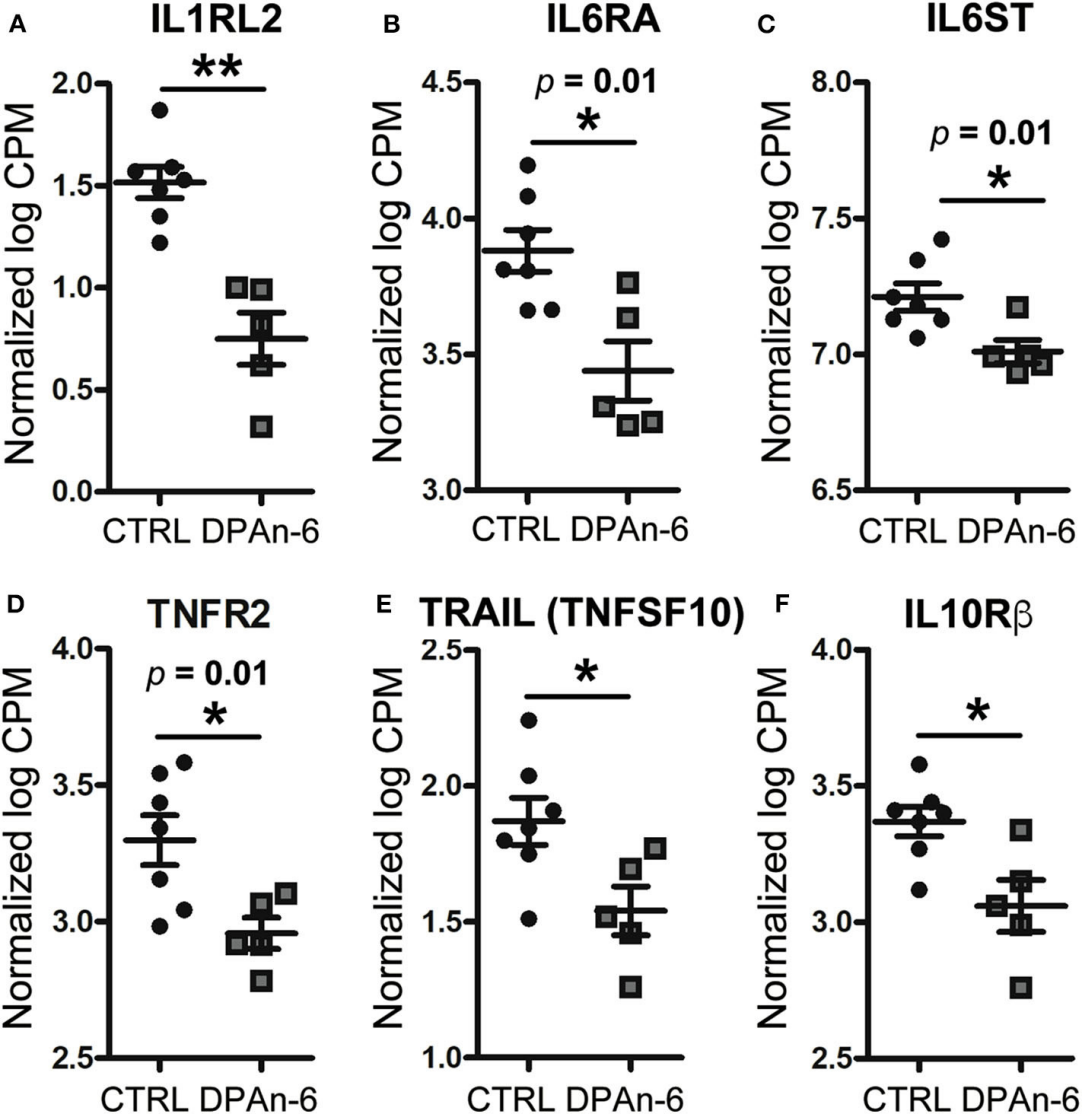
DPAn-6 reduced mRNA expression of proinflammatory cytokine and cytokine receptors in the brain of aged E4FAD mice. In RNA-Seq data, **(A)** DPAn-6 reduced interleukin-1 receptor-like 2 (ILRL2, *p* < 0.01). **(B)** DPAn-6 reduced interleukin 6 receptor alpha (IL6RA, *p* = 0.01). **(C)** DPAn-6 reduced IL6 signal transducer (IL6ST, *p* = 0.01). **(D)** DPAn-6 reduced tumor necrosis factor receptor 2 (TNFR2, *p* = 0.01). **(E)** DPAn-6 reduced tumor necrosis factor-related apoptosis-inducing ligand (TRAIL, also known as tumor necrosis factor superfamily, member 10 (TNFSF10), *p* < 0.05)). **(F)** DPAn-6 decreased IL-10 receptor beta (IL-10Rß, *p* < 0.05). The RNA-Seq data were normalized by Count Per Million (CPM) and presented as Log2 expression. Data represent the mean ± SEM. Significance was determined using an unpaired, two-tailed Student's *t*-test, *p < 0.05, and **p < 0.01.

### Attenuation of Microgliosis With DPAn-6 in Aged E4FAD Mice

Since microglia are primary CNS resident immune cells (46, 47) that consistently respond to Aβ deposits and/or neurodegeneration in AD to cause neuroinflammation and microgliosis (48), we further evaluated the impact of DPAn-6 on microglia. Figure 3 immunohistochemical staining of brain tissue sections with microglial marker Iba1 shows that DPAn-6 altered microglia morphology from overactive hypertrophied shapes toward small ramified morphology similar to functional “resting or surveillant microglia” (Figures 3A,B). DPAn-6 also quantitively reduced numbers of hypertrophied microglia and the size of activated microglial cells (*p* < 0.05, Figure 3C).

**Figure 3:**
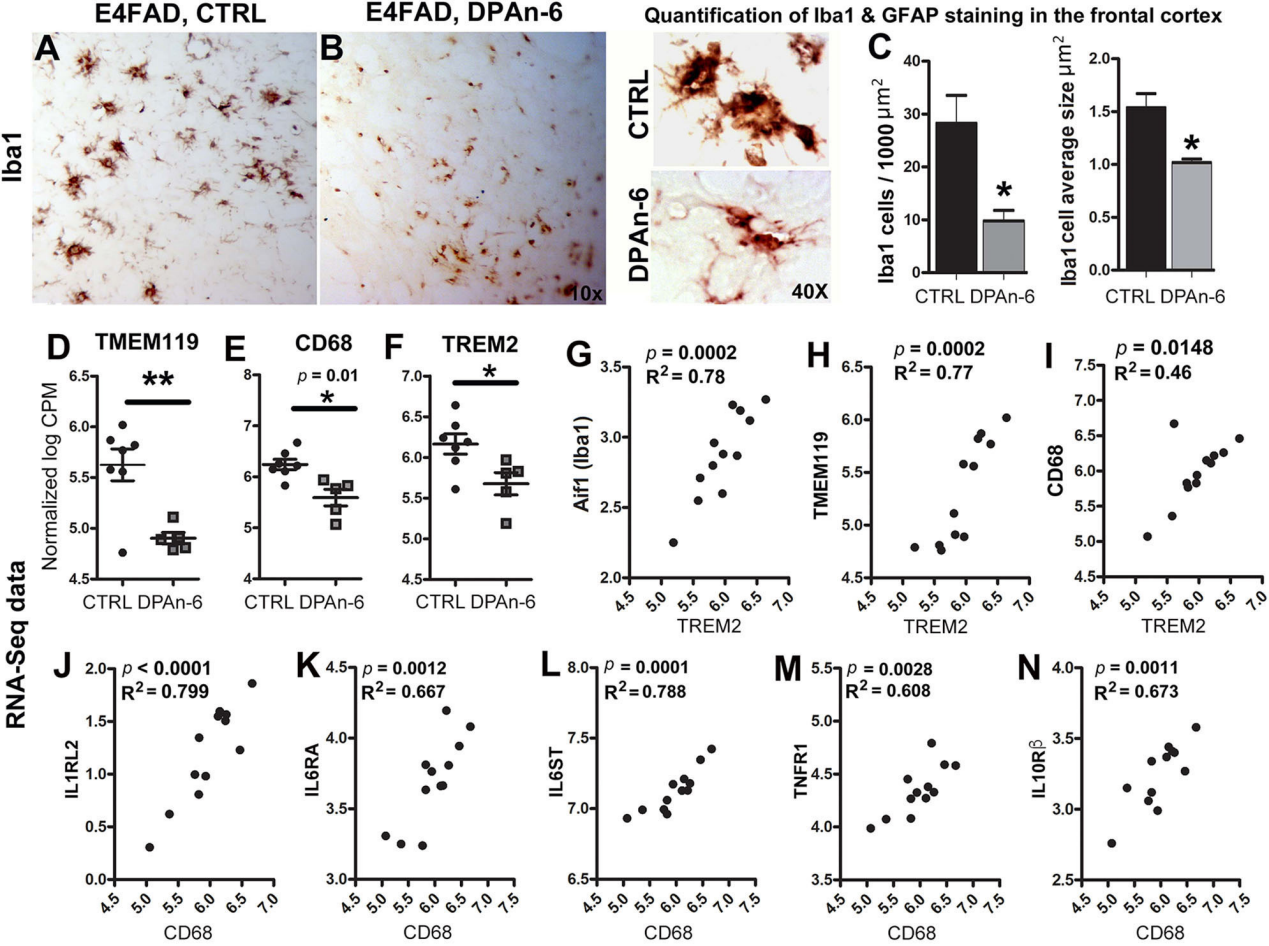
DPAn-6 attenuated microgliosis and reduced mRNA expression of microglial markers in aged E4FAD mice. **(A,B)** Immunostaining for the microglial marker Iba1 showed that DPAn-6 altered microglia morphology from an overactive hypertrophied shape to small ramified cell shape. **(C)** Quantification showed reduction of numbers of hypertrophied microglia and cellular size of activated microglia by DPAn-6 (*p* < 0.05). **(D–F)** DPAn-6 suppressed microglial gene expressions of TMEM119 (*p* < 0.01**, D**), CD68 (*p* = 0.01**, E**), and TREM2 (*p* < 0.05**, F**) compared to controls (CTRL) on standard diet. **(G–I)** TREM2 was positively correlated with Iba1 (Aif1, *p* = 0.0002, R^2^ = 0.78, **G**), TMEM119 (*p* = 0.0002, R^2^ = 0.77, **H**), and CD68 (*p* = 0.0148, R^2^ = 0.46, **I). (J–N)** Activated microglial marker CD68 was positively corelated with IL1RL2 (*p* < 0.0001, R^2^ = 0.799, **J**), IL6RA (*p* = 0.0012, R^2^ = 0.667, **K**), IL6ST (*p* = 0.0001, R^2^ = 0.788, **L**), TNFR1 (*p* = 0.0028, R^2^ = 0.608, **M**), IL10Rß (*p* = 0.0011, R^2^ = 0.673, **N**). The RNA-Seq data were normalized by Count Per Million (CPM) and presented as Log2 expression. Data represents the mean ± SEM. Significance was determined using an unpaired, two-tailed Student's *t*-test, *p < 0.05, and **p < 0.01.

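Tmem119 (ENSMUSG00000054675; chromosome 5, 113793729 to 113800516) had 5.61 ± 0.44 log2 CPM (SD, n = 7) in CTRL and 4.90 ± 0.13 (SD, n = 5) in DPAn-6 mice. Its log2 fold change was −0.77 (standard error 0.16) with an adjusted p of 0.0286 from edgeR, and the exact permutation p was 0.0139. The groups overlapped because of CTRL replicate 3, whose value of 4.69 was the lowest of the 12 mice. Without that mouse the log2 fold change was −0.88, with an adjusted p of 4.49e-05. The adjusted p of Tmem119 was above 0.05 without any of CTRL replicates 1, 2, 4 and 6 or DPAn-6 replicates 1 to 5, at most 0.102. Cd68 (ENSMUSG00000018774; chromosome 11, 69664213 to 69666153) had 6.23 ± 0.25 log2 CPM (SD, n = 7) in CTRL and 5.59 ± 0.38 (SD, n = 5) in DPAn-6, a log2 fold change of −0.64 (standard error 0.16). The exact permutation p was 0.00379, and the adjusted p from edgeR was 0.0575 over all genes. Trem2 (ENSMUSG00000023992; chromosome 17, 48346401 to 48354147) had 6.15 ± 0.34 (SD, n = 7) in CTRL and 5.68 ± 0.31 (SD, n = 5) in DPAn-6. The exact permutation p was 0.0379. Its log2 fold change of −0.50 (standard error 0.16) had an adjusted p of 0.142 from edgeR. Its unadjusted edgeR p was 0.176 in the 14-month mice only. Each gene was below the CTRL mean in all 5 DPAn-6 mice.
Lists of marker genes that leave out every gene the paper names were written before the data were examined. All 16 homeostatic microglial genes were lower in DPAn-6, with a median log2 fold change of −0.47, and 16 of 18 disease-associated microglial genes were lower, with a median of −0.42. For both lists, the mean log2 CPM of every DPAn-6 mouse lay below that of every CTRL mouse (exact permutation p = 0.00126, the smallest these groups allow). The adjusted p over 17 lists was 4.25e-13 and 2.28e-10 by limma's camera test with a preset correlation of 0.01 between genes, and 0.00438 and 0.0217 by limma's fry test, which keeps the correlation in the data. With the correlation estimated in each list, camera gave 0.0523 and 0.159. Of the 10 lists that camera called with the preset correlation, 4 were lower and 6 higher, fry called 4, and camera with the estimated correlation called 0. The 4 were these microglial lists, inhibitory neurons and late-response activity genes. In the 14-month mice only, fry gave 0.0607 for the homeostatic and 0.126 for the disease-associated list. The disease-associated list was also above 0.05 by fry without DPAn-6 replicate 3 (0.0629) or 4 (0.0748) and with Ttr as covariate (0.0556), which was chosen after the data were seen. The oligodendrocyte list had a median of 0.21 with 10 of 12 genes higher. The astrocyte list had a median of −0.15 with 10 of 12 lower. Neither was called by fry, and both were by camera with the preset correlation (adjusted p = 9.79e-05 and 0.0223). The exact permutation p of the list mean was 0.0202 for oligodendrocytes and 0.188 for astrocytes. The oligodendrocyte list was called by fry in the 14-month mice only (0.0266) and without CTRL replicate 1 (0.00988). Of the lists written after some values had been seen, meningeal fibroblasts had a median of −0.64 (12 of 12 lower, exact permutation p = 0.00253). Border macrophages had −1.11 (6 of 6 lower, exact permutation p = 0.00126). Less meningeal tissue in the DPAn-6 dissections therefore cannot be told apart from the fall in microglial genes.

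**Figure D2:**
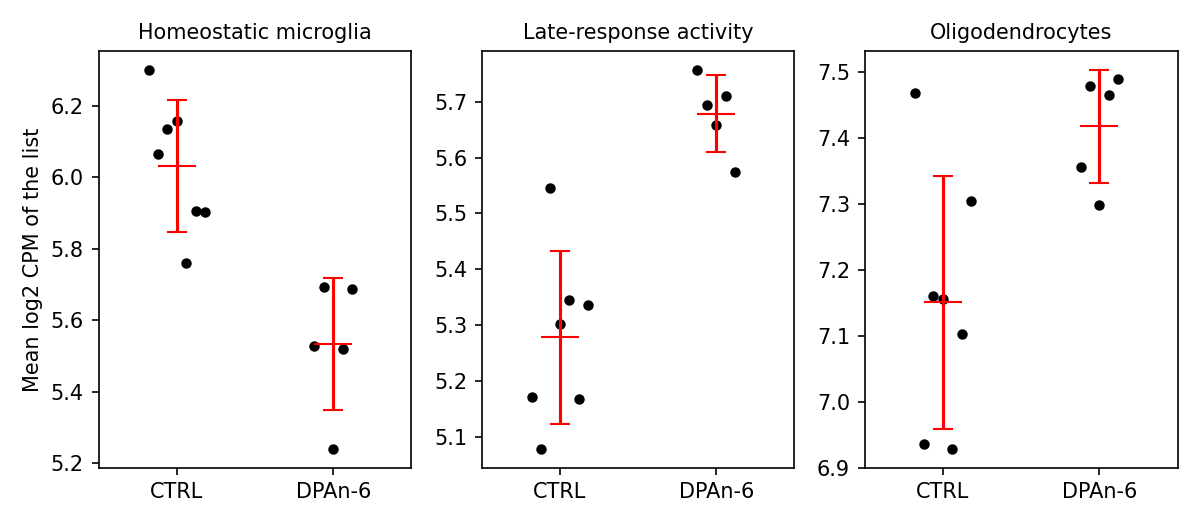
Mean log2 CPM of the homeostatic microglial, late-response activity and oligodendrocyte lists on the y axis in each of 7 CTRL and 5 DPAn-6 mice. Black points are mice, red marks are group means and red bars are SDs. All 5 DPAn-6 mice lie below the CTRL mice for the homeostatic microglial list and above them for the late-response list.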

In support of the reduction of microgliosis, RNA-Seq data shows that DPAn-6 suppressed multiple innate immune specific microglial gene expression, including TMEM119 (*p* < 0.01, Figure 3D), CD68 (*p* = 0.01, Figure 3E) and TREM2 (*p* < 0.05, Figure 3F). 

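Correlations across the 12 mice were computed for the 31 gene pairs that the paper plots (Figures 3 to 6), with permutation p-values from 100000 resamples and Benjamini-Hochberg adjustment over the 31. Since both groups are pooled, a pair of genes that each differ between the groups can correlate through the group means alone. Each pair was therefore also computed after centring each group on its mean, with values permuted within groups. In simulated pairs related only through a large shift of the group means, the pooled test passed 0.05 in 83.5% and the centred test in 4.5%. That shift was larger, relative to the spread between mice, than for most genes here, so 83.5% does not describe these pairs. Of the 31 pairs, 30 passed 0.05 in the paper's direction when pooled (30 after adjustment), and 11 passed when centred (5 after adjustment). In 6 of these pairs both genes separated the groups, so their pooled r reflects the clusters, and among the other 25 pairs 24 passed pooled and 10 centred. With the 14-month mice only, 17 of the 31 pairs passed pooled and 7 centred, and of the 25 pairs 11 and 6. After adjustment, 6 centred pairs passed on TMM-scaled log2 CPM and 0 by Spearman's rho, in place of 5. With each mouse left out in turn, this adjusted count ranged from 0 (without DPAn-6 replicate 3) to 6 (without DPAn-6 replicate 4). Within the 7 CTRL mice alone, 6 of 31 passed by an exact permutation test. Leaving out the 2 mice farthest from the median of the gene on the x axis kept the sign of all 31, with absolute r from 0.289 to 0.922.
Trem2 and Aif1 had a pooled r of 0.885 (permutation p = 0.00016, adjusted p = 0.00106) and a Spearman rho of 0.839 (p = 0.00118). Without the 2 mice farthest from the median, r was 0.765, and after centring it was 0.852 (permutation p = 0.00087, adjusted p = 0.0135). For Trem2 and Tmem119, the pooled r was 0.881 (permutation p = 5e-05, adjusted p = 0.00106) and rho 0.909 (p = 0.00013). This r was 0.893 without the 2 mice and 0.807 after centring (permutation p = 0.00055, adjusted p = 0.0135). Trem2 and Cd68 had a pooled r of 0.671 (permutation p = 0.018, adjusted p = 0.0207) and a rho of 0.587 (permutation p = 0.0500). Without CTRL replicate 1 and DPAn-6 replicate 3, r was 0.289, so over all mice the pooled relation of Trem2 with Cd68 rests on those mice. Its permutation p was 0.167 without DPAn-6 replicate 3 alone. The pooled r also depended on CTRL replicate 3, without which it was 0.981 (permutation p = 1e-05, the smallest they can give). After centring, r was 0.410 (permutation p = 0.203, adjusted p = 0.308), and in the 7 CTRL mice it was −0.084 (exact permutation p = 0.871). The centred permutation p was 6e-05 without CTRL replicate 3. In the 14-month mice only, the pooled r of Trem2 and Cd68 was −0.061 (permutation p = 0.885) and the centred permutation p was 0.0888 for Trem2 with Aif1 and 0.0516 for Trem2 with Tmem119.

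**Figure D3:**
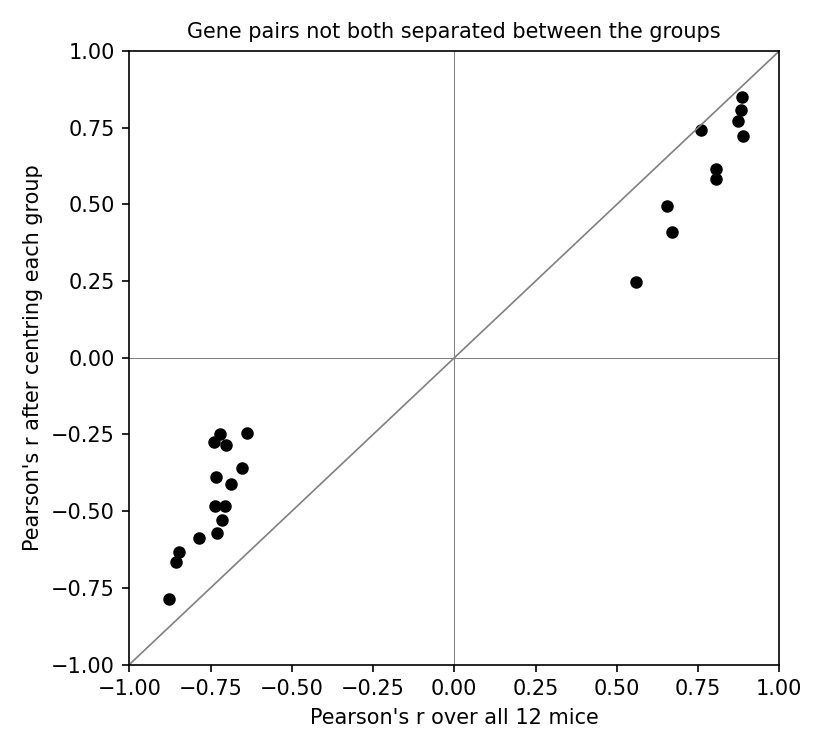
Pearson's r after centring each group on the y axis against r over all 12 mice on the x axis, for the gene pairs in which at most 1 gene is separated between the groups. Each point is a pair and the diagonal marks equal values. For Trem2 and Cd68, r is 0.671 over all mice and 0.410 after centring.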

Consistently, TREM2 was positively correlated with Iba1 (Aif1, *p* = 0.0002, R^2^ = 0.78, Figure 3G), TMEM119 (*p* = 0.0002, R^2^ = 0.77, Figure 3H) and CD68 (*p* = 0.0148, R^2^ = 0.46, Figure 3I). 

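Aif1, which encodes Iba1 (ENSMUSG00000024397; chromosome 17, 35170991 to 35176068), had 2.98 ± 0.28 log2 CPM (SD, n = 7) in CTRL and 2.69 ± 0.30 (SD, n = 5) in DPAn-6 mice, from 89 to 207 counts per mouse. The log2 fold change was −0.31 (standard error 0.15). The difference did not pass 0.05 by the exact permutation test (p = 0.106) or by edgeR (unadjusted p = 0.0591). All 5 DPAn-6 mice were below the CTRL mean. Among the 26 alternatives, the unadjusted p ranged from 0.0206 to 0.853 and was below 0.05 in 7. It was below 0.05 without CTRL replicate 3 (0.0250), without CTRL replicate 5 (0.0253) and without DPAn-6 replicate 5 (0.0361), with Xist as covariate (0.0281), with sample weights (0.0374) and with the length and GC trend removed (0.0206), which was chosen after the data were seen.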

Iba1, expressed in both resting and activated microglia, had a trend toward reduction by DPAn-6 (*p* = 0.096, data not shown). Intriguingly, CD68, a specific marker for activated microglia in neuroinflammatory responses, was positively corelated with IL1RL2 (*p* < 0.0001, R^2^ = 0.799, Figure 3J), IL6RA (*p* = 0.0012, R^2^ = 0.667, Figure 3K), IL6ST (*p* = 0.0001, R^2^ = 0.788, Figure 3L), TNFR1 (*p* = 0.0028, R^2^ = 0.608, Figure 3M), and IL10Rβ (*p* = 0.0011, R^2^ = 0.673, Figure 3N). These data support coordinated gene upregulation in activated microglia and/or microgliosis with neuroinflammation in EFAD and their attenuation by DPAn-6 in aged E4FAD mice.

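All 5 pooled correlations of Cd68 with the receptors passed 0.05. With Il6st, Cd68 had a pooled r of 0.874 (permutation p = 0.00021, adjusted p = 0.00106) and a rho of 0.867 (permutation p = 0.00059). The r was 0.893 without DPAn-6 replicates 3 and 4, the mice farthest from the Cd68 median, and 0.772 after centring each group (permutation p = 0.00291, adjusted p = 0.0255). With Tnfrsf1a, which encodes TNFR1, r was 0.759 pooled (permutation p = 0.00457, adjusted p = 0.00833), rho 0.720 (permutation p = 0.0112), and r was 0.538 without these 2 mice. After centring, it was 0.742 (permutation p = 0.00747, adjusted p = 0.0463). Tnfrsf1a itself fell by 0.21 on the log2 scale (standard error 0.12, exact permutation p = 0.173). The pair of Cd68 and Il1rl2 had a pooled r of 0.887 (permutation p = 0.00019, adjusted p = 0.00106), a rho of 0.790 (permutation p = 0.00337), and 0.698 without the 2 mice. Centred, this pair had an r of 0.724 (permutation p = 0.0194, adjusted p = 0.0753) and a rho of 0.417 (permutation p = 0.235), and its permutation p was above 0.05 without CTRL replicate 3 (0.0726), DPAn-6 replicate 3 (0.122) or DPAn-6 replicate 4 (0.0538). For Il6ra, the pooled r with Cd68 was 0.806 (permutation p = 0.00158, adjusted p = 0.00426), rho was 0.783 (permutation p = 0.00371), and r without the 2 mice was 0.667. For Il10rb, they were 0.804 (permutation p = 0.00165, adjusted p = 0.00426), 0.769 (permutation p = 0.00471) and 0.663. After centring, neither Il6ra (r = 0.582, permutation p = 0.0761) nor Il10rb (r = 0.614, permutation p = 0.0689) passed 0.05. Il6ra did without CTRL replicate 2 (permutation p = 0.0475) or DPAn-6 replicate 5 (0.0486), and Il10rb without CTRL replicate 1 (0.0399) or DPAn-6 replicate 2 (0.0226). The pooled permutation p in the 14-month mice only was 0.0713 for Il6ra and 0.242 for Tnfrsf1a, whose centred one was 0.270.
From these correlations and the falls in microglial genes, the paper reasons that gene expression rises together in activated microglia or microgliosis in EFAD mice and that DPAn-6 attenuates it (Figures 3D–N). Its case for less microgliosis also rests on Iba1 staining, with fewer hypertrophied and smaller activated microglia (Figures 3A–C). That staining was not examined here.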

### Improvements of Neurodegeneration and Neuroprotection With DPAn-6 in Aged E4FAD Mice

Since neurodegeneration can be mediated by neuroinflammation in AD (49), to understand whether DPAn-6 improves neurodegeneration and/or neuroprotective function from the reductions of neuroinflammation and microgliosis, we analyzed apoptotic, neurotrophic, and synaptic markers in RNA-Seq data. Caspase function has been well established in apoptosis, a major form of programmed cell death (50), and is implicated in neurodegeneration of AD (51). 

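Casp2 (ENSMUSG00000029863; chromosome 6, 42264985 to 42282508) had 3.52 ± 0.06 log2 CPM (SD, n = 7) in CTRL and 3.40 ± 0.13 (SD, n = 5) in DPAn-6 mice. Its log2 fold change was −0.14 (standard error 0.08, exact permutation p = 0.053). Casp6 (ENSMUSG00000027997; chromosome 3, 129901425 to 129914103), with 41 to 70 counts per mouse, had 1.78 ± 0.20 (SD, n = 7) in CTRL and 1.56 ± 0.17 (SD, n = 5) in DPAn-6. The log2 fold change was −0.25 (standard error 0.14), with an exact permutation p of 0.0694 and an unadjusted p of 0.0898 from edgeR. Casp8 (ENSMUSG00000026029; chromosome 1, 58795374 to 58847503), with 47 to 91 counts per mouse, had 1.93 ± 0.24 (SD, n = 7) in CTRL and 1.71 ± 0.15 (SD, n = 5) in DPAn-6, a log2 fold change of −0.25 (standard error 0.14, exact permutation p = 0.102). None of the 3 differences passed 0.05 by edgeR or by the exact permutation test on log2 CPM. With TMM scaling, the exact permutation p of Casp2 was 0.0316. In each gene, 4 of 5 DPAn-6 mice were below the CTRL mean. Without DPAn-6 replicate 2, the unadjusted edgeR p was 0.0494 for Casp2 and 0.0457 for Casp6, and without CTRL replicate 5 it was 0.0457 for Casp8. With Ttr as covariate, chosen after the data were seen, that of Casp8 was 0.0270. The adjusted p from edgeR over all genes was 0.481, 0.438 and 0.439.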

Figure 4 shows that DPAn-6 resulted in reduction of mRNA expression of apoptotic markers of caspase 2 (CASP2, a trend, *p* = 0.064, Figure 4A), caspase 6 (CASP6, *p* < 0.05, Figure 4B), and caspase 8 (CASP8, a trend, *p* = 0.057, Figure 4C) in aged E4FAD mice. Consistent with the reduction of caspases, caspase-cleaved action (Fractin) was also reduced by DPAn-6 quantified by immunofluorescent staining (*p* < 0.001, Figures 4D,E). In addition, activated microglial marker CD68 was positively correlated with CASP2 (*p* = 0.0274, R^2^ = 0.40, Figure 4F) and CASP8 (*p* = 0.0138, R^2^ = 0.47, Figure 4G), consistent with the view that neuroinflammation and microgliosis may play important roles in apoptosis.

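Cd68 and Casp2 had a pooled r of 0.559 across the 12 mice, which did not pass 0.05 (permutation p = 0.0595, adjusted p = 0.0595), and a rho of 0.678, which did (permutation p = 0.0192, adjusted p = 0.0221). On the TMM-scaled log2 CPM, r was 0.622 (permutation p = 0.0312). The pooled p was also below 0.05 without DPAn-6 replicate 1 (permutation p = 0.0192) or 2 (0.0472). Without DPAn-6 replicates 3 and 4, the r of this pair was 0.535. After centring each group, Cd68 and Casp2 had an r of 0.247 (permutation p = 0.563, adjusted p = 0.581). Cd68 and Casp8 had a pooled r of 0.655 (permutation p = 0.0207, adjusted p = 0.0229) and a rho of 0.706 (permutation p = 0.0134). Leaving out the same 2 mice gave 0.532 for Casp8, and centring gave 0.495 (permutation p = 0.0865, adjusted p = 0.179). The pooled permutation p of Cd68 and Casp8 was 0.0595 without CTRL replicate 3 and 0.0538 without DPAn-6 replicate 3, and the centred one was 0.0221 without CTRL replicate 7. The pooled one was 0.0827 in the 14-month mice only.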

**Figure 4:**
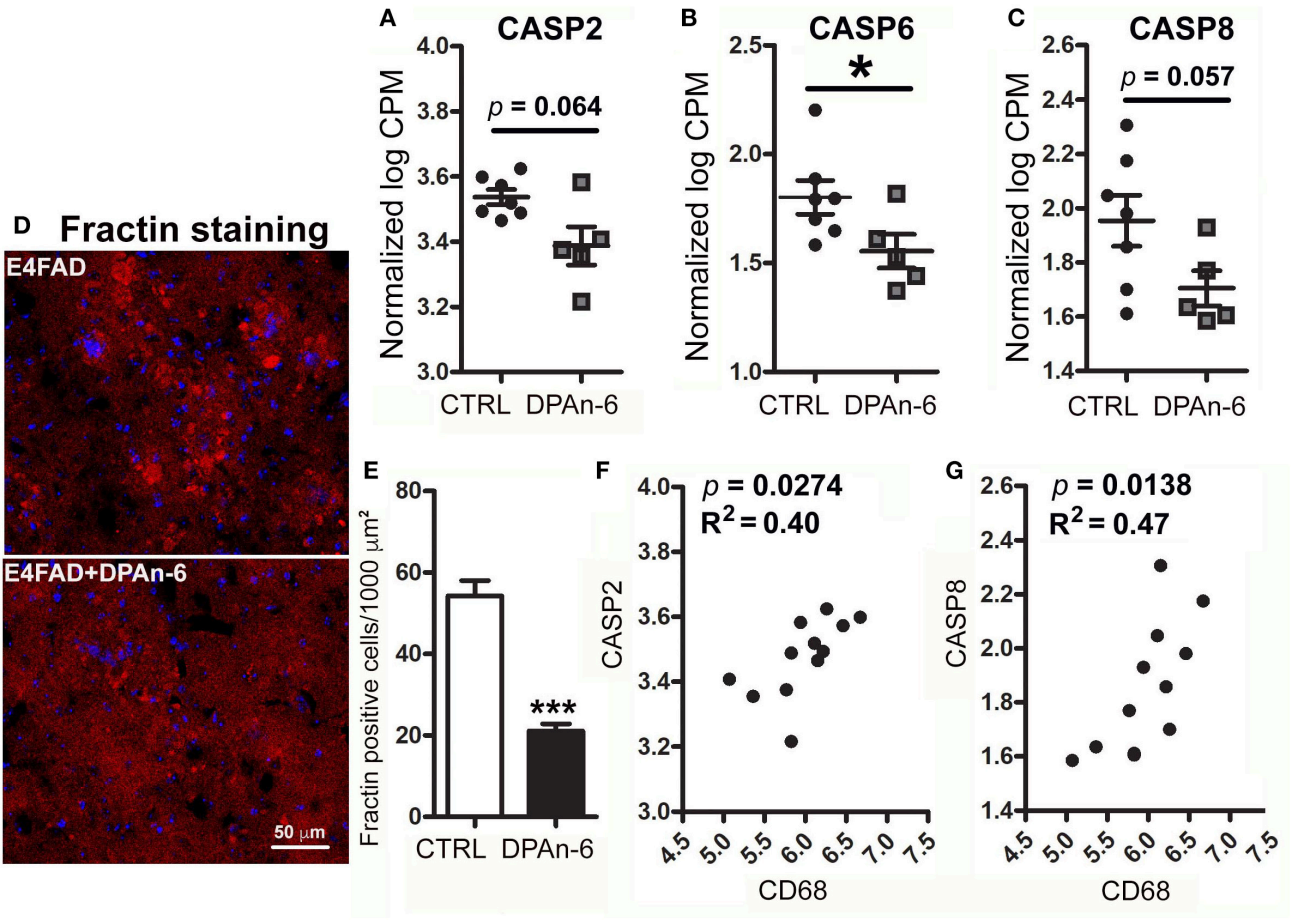
DPAn-6 reduced apoptosis in aged E4FAD mice. In RNA-Seq data, **(A–C)** DPAn-6 reduced gene expression of caspase 2 (CASP2, a trend *p* = 0.064, **(A)**), caspase 6 (CASP6, *p* < 0.05, **(B)**), and caspase 8 (CASP8, a trend *p* = 0.057, **(C)**) compared to controls (CTRL) on standard diet (ST). **(D,E)** Immunofluorescence staining revealed that DPAn-6 reduced caspase-cleaved fragment of actin (Fractin (red), **D**; *p* < 0.001, **E**). Nuclei were stained by DAPI (blue). **(F,G)** Activated microglial marker CD68 was positively correlated with CASP2 (*p* = 0.0274, R^2^ = 0.40, **(F)**) and CASP8 (*p* = 0.0138, R^2^ = 0.47, **(G)**). The RNA-Seq data were normalized by Counts Per Million (CPM) and presented as Log2 expression. Data represent the mean ± SEM. Significance was determined using an unpaired, two-tailed Student's *t*-test, *p < 0.05, and ***p < 0.001.

In addition, we found DPAn-6 increased gene expression of neurotrophins and synaptic markers. 

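Adcyap1 (ENSMUSG00000024256; chromosome 17, 93199017 to 93206537) had 3.24 ± 0.19 log2 CPM (SD, n = 7) in CTRL and 4.04 ± 0.15 (SD, n = 5) in DPAn-6 mice. Its log2 fold change was 0.77 (standard error 0.10) with an adjusted p of 0.00302 from edgeR's quasi-likelihood test. Nptx2 (ENSMUSG00000059991; chromosome 5, 144545902 to 144557478) had 5.37 ± 0.24 (SD, n = 7) in CTRL and 6.06 ± 0.22 (SD, n = 5) in DPAn-6, a log2 fold change of 0.67 (standard error 0.12). The adjusted p of Nptx2 was 0.0134 from edgeR. Vgf (ENSMUSG00000037428; chromosome 5, 137026392 to 137033351) rose from 7.88 ± 0.24 (SD, n = 7) to 8.36 ± 0.13 (SD, n = 5), with a log2 fold change of 0.45 (standard error 0.10, adjusted p = 0.0412 from edgeR). For all 3 genes, every DPAn-6 mouse lay above every CTRL mouse, and the exact permutation p was 0.00126 for Adcyap1, 0.00253 for Nptx2 and 0.00379 for Vgf. Their unadjusted p stayed below 0.05 in each of the 26 alternatives, at most 0.00642. With each mouse left out in turn, the adjusted p of Adcyap1 was at most 0.0153. That of Nptx2 was above 0.05 without DPAn-6 replicate 3, at 0.0543. That of Vgf was above 0.05 without any of CTRL replicates 1, 2, 4 and 6 or DPAn-6 replicates 1 to 5, at most 0.143.
The list of 8 late-response activity genes outside those the paper names had 8 of 8 genes higher in DPAn-6, with a median log2 fold change of 0.35, and the list of 13 immediate-early genes had 10 of 13 higher, with a median of 0.15. By camera with the preset correlation, the adjusted p was 8.51e-08 for the former and 0.00784 for the latter. The adjusted p by fry was 0.00438 for the former and 0.230 for the latter. That of the late-response list was 0.101 in the 14-month mice only and 0.0508 with Ttr as covariate, which was chosen after the data were seen. The 12 general neuron markers had a median of 0.08, with 11 of 12 higher (fry adjusted p = 0.230, but 0.0117 without CTRL replicate 3 and 0.0199 with sample weights).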

Our data show that DPAn-6 increased mRNA expression of adenylate cyclase activating polypeptide 1 (ADCYAP1, *p* < 0.0001, Figure 5A), VGF nerve growth factor (VGF, *p* < 0.01, Figure 5B) and excitatory synaptic marker neuronal pentraxin-2 (NPTX2, *p* < 0.001, Figure 5C). ADCYAP1 encodes pituitary adenylate cyclase-activating polypeptide 1, a hypophysiotropic hormone that functions as both neurotransmitter and neuromodulator in the brain. ADCYAP1 gene expression is reduced in multiple regions of the human AD brain (52). VGF is a neuroprotective neuropeptide that can be increased by BDNF and regulates synaptic plasticity, including NPTX2 (53). Multiple studies have demonstrated the downregulation of VGF in the AD brain, CSF, and plasma (54–62). NPTX2 (also called Narp, neuronal activity–regulated pentraxin) is selectively enriched at excitatory synapses and plays an essential role in excitatory synaptogenesis by clustering AMPA Receptors (63). NPTX2 is markedly reduced in the AD brain and CSF (64).

**Figure 5:**
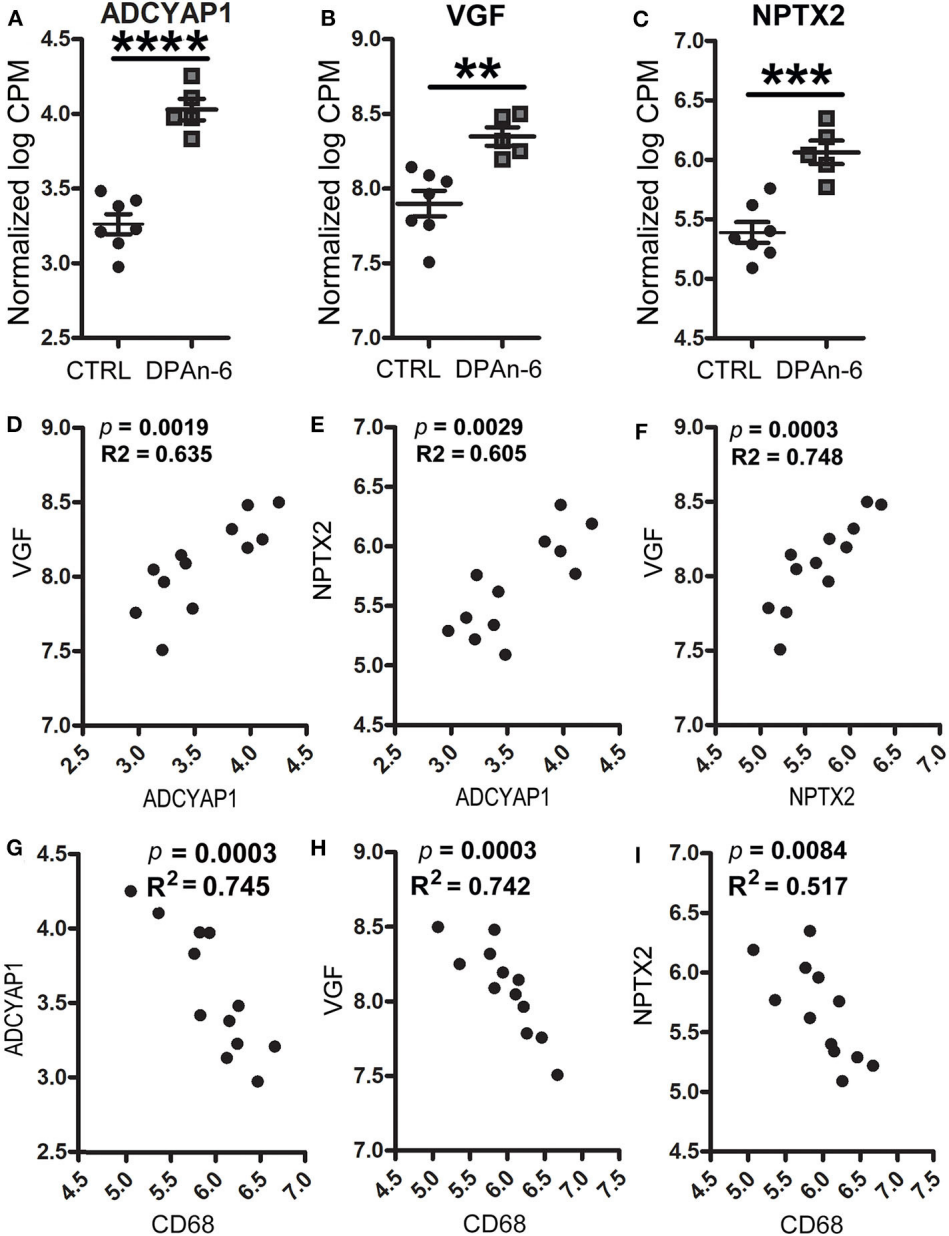
DPAn-6 increased mRNA expression of ADCYAP1, VGF, and NPTX2, which were inversely correlated with activated microglia in aged E4FAD mice. In RNA-Seq data, **(A-C)** DPAn-6 significantly increased gene expressions of ADCYAP1 (*p* < 0.0001, **A**), VGF (*p* < 0.01, **B**), and NPTX2 (*p* < 0.001, **C**). **(D–F)** These neuronal markers were positively correlated with each other. ADCYAP1 was positively correlated with VGF (*p* = 0.0019, R^2^ = 0.635, **D**) and NPTX2 (*p* = 0.0029, R^2^ = 0.605, **E**). NPTX2 was positively correlated with VGF (*p* = 0.0003, R^2^ = 0.748, **F**). **(G–I)** The microglial activation marker CD68 is was inversely correlated with ADCYAP1 (*p* = 0.0003, R^2^ = 0.745, **G**), VGF (*p* = 0.0003, R^2^ = 0.742, **H**), and NPTX2 (*p* = 0.0084, R^2^ = 0.517, **I**). The RNA-Seq data were normalized by Count Per Million (CPM) and presented as Log2 expression. Data represent the mean ± SEM. Significance was determined using an unpaired, two-tailed Student's *t*-test, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

Furthermore, these genes were positively corelated among each other. However, they were inversely correlated with cytokines, cytokine receptors, activated microglia and apoptosis markers. 

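Adcyap1, Vgf and Nptx2 each separated the 7 CTRL from the 5 DPAn-6 mice without overlap, so the mice formed separate clusters in plots of these genes against each other (Figures 5D,E) and no pooled correlation was read from them. Within the 7 CTRL mice, Adcyap1 and Vgf had an r of 0.382 (exact permutation p = 0.403) and a rho of 0.393 (exact permutation p = 0.396). Adcyap1 and Nptx2 had an r of −0.018 (exact permutation p = 0.970) and a rho of −0.071 (exact permutation p = 0.906). After centring each group, r was 0.368 for Adcyap1 with Vgf (permutation p = 0.298, adjusted p = 0.401) and −0.023 for Adcyap1 with Nptx2 (permutation p = 0.946, adjusted p = 0.946). No correlation was computed within the 5 DPAn-6 mice, fewer than the minimum of 6 set for one.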

Figures 5D–F shows positive correlations between ADCYAP1 and VGF (*p* = 0.0019, R^2^ = 0.635, Figure 5D), and NPTX2 (*p* = 0.0029, R^2^ = 0.605, Figure 5E). 

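For Nptx2 and Vgf, the clusters were likewise separate, and r within the 7 CTRL mice was 0.577 (exact permutation p = 0.174), with a rho of 0.571 (exact permutation p = 0.2). Centring each group gave 0.634 (permutation p = 0.0382, adjusted p = 0.118 over the 31 pairs) and a rho of 0.632 (permutation p = 0.0524). The centred permutation p of r was above 0.05 without any of CTRL replicates 1, 3, 5 and 6 or DPAn-6 replicates 1 to 4, at most 0.0825, and it was 0.0510 on TMM-scaled values and 0.0732 in the 14-month mice only.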

NPTX2 was positively corelated with VGF (*p* = 0.0003, R^2^ = 0.748, Figure 5F). 

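Cd68 overlapped between the groups, while Adcyap1, Vgf and Nptx2 did not. Cd68 and Vgf had a pooled r of −0.846 (permutation p = 0.00062, adjusted p = 0.00214) and a rho of −0.902 (permutation p = 0.0001). It was −0.922 without DPAn-6 replicates 3 and 4, and after centring it was −0.633 (permutation p = 0.0178, adjusted p = 0.0753). Within the 7 CTRL mice, r of Cd68 and Vgf was −0.885 (exact permutation p = 0.00714). Cd68 and Adcyap1 had a pooled r of −0.857 (permutation p = 0.00016, adjusted p = 0.00106), a rho of −0.797 (permutation p = 0.00311) and an r of −0.755 without the same mice. Their centred r was −0.666 (permutation p = 0.0191, adjusted p = 0.0753), and the centred rho was −0.438 (permutation p = 0.208). The centred permutation p was 0.087 for Cd68 and Adcyap1 without DPAn-6 replicate 3, and 0.0942 for Cd68 and Vgf without CTRL replicate 3. Among the 14-month mice, the permutation p of Cd68 and Adcyap1 was 0.0592 pooled and 0.562 centred. Cd68 and Nptx2 had a pooled r of −0.720 (permutation p = 0.00737, adjusted p = 0.0105), a rho of −0.804 (permutation p = 0.00265), and −0.775 without the 2 mice. The relation of Cd68 and Nptx2 was not detected after centring (r = −0.247, permutation p = 0.448).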

Figures 5G–I reveals inverse correlations between CD68 and ADCYAP1 (*p* = 0.0003, R^2^ = 0.745, Figure 5G), VGF (*p* = 0.0003, R^2^ = 0.742, Figure 5H), and NPTX2 (*p* = 0.0084, R^2^ = 0.517, Figure 5I). 

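Il1rl2 and each of Adcyap1, Vgf and Nptx2 separated the groups without overlap, so no pooled correlation was read for these 3 pairs. In the 7 CTRL mice, r with Il1rl2 was 0.245 for Adcyap1 (exact permutation p = 0.597), −0.375 for Vgf (exact permutation p = 0.407) and −0.390 for Nptx2 (exact permutation p = 0.392). The corresponding rho values were 0.250 (exact permutation p = 0.595), −0.071 (exact permutation p = 0.906) and −0.464 (exact permutation p = 0.302). After centring each group, r was −0.286, −0.381 and −0.236, with permutation p-values of 0.367, 0.187 and 0.470. Without CTRL replicate 1, the centred permutation p was 0.021 for Adcyap1 and 0.0393 for Vgf, and in the 14-month mice only it was 0.00661 for Vgf.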

Figures 6A–C show inverse correlations between IL1RL2 and ADCYAP1 (*p* = 0.0003, R^2^ = 0.738, Figure 6A), VGF (*p* = 0.0015, R^2^ = 0.653, Figure 6B), NPTX2 (*p* = 0.0019, R^2^ = 0.635, Figure 6C). 

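Il6ra and Vgf had a pooled r of −0.732, or an R² of 0.536 (permutation p = 0.00699, adjusted p = 0.0105), and a rho of −0.790 (permutation p = 0.00321). The r was −0.740 without DPAn-6 replicates 4 and 5 and −0.389 after centring (permutation p = 0.205). Il6ra and Adcyap1 had a pooled r of −0.739 (permutation p = 0.00716, adjusted p = 0.0105) and a rho of −0.622 (permutation p = 0.0356). Leaving out the same mice gave −0.681 for Adcyap1, and centring gave −0.275 (permutation p = 0.395). Neither relation of Il6ra was detected within the groups. Pooled, the permutation p was 0.0805 for Vgf and 0.146 for Adcyap1 in the 14-month mice only.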

Figures 6D,E display inverse correlations between IL6RA and ADCYAP1 (*p* = 0.0052, R^2^ = 0.559, Figure 6D), VGF (*p* < 0.0001, R^2^ = 0.817, Figure 6E). Figures 6F–H show inverse correlations between IL6ST and ADCYAP1 (*p* = 0.0053, R^2^ = 0.557, Figure 6F), VGF (*p* < 0.0001, R^2^ = 0.817, Figure 6G), and NPTX2 (*p* = 0.0026, R^2^ = 0.613, Figure 6H). 

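The closest of the 3 relations of Il6st was with Vgf, where the pooled r was −0.879 and R² 0.773 (permutation p = 0.00023, adjusted p = 0.00106), with a rho of −0.818 (permutation p = 0.00179). It was −0.738 without CTRL replicates 1 and 3, −0.787 after centring (permutation p = 0.00329, adjusted p = 0.0255) and −0.799 within the 7 CTRL mice (exact permutation p = 0.0296). Il6st and Nptx2 had a pooled r of −0.785 (permutation p = 0.00292, adjusted p = 0.00603), a rho of −0.804 (permutation p = 0.00275) and −0.729 without these mice. Il6st and Adcyap1 had −0.736 (permutation p = 0.00748, adjusted p = 0.0105), a rho of −0.755 (permutation p = 0.00653) and −0.607 without them. After centring, r was −0.588 for Nptx2 (permutation p = 0.0603) and −0.483 for Adcyap1 (permutation p = 0.140). That of Nptx2 passed 0.05 without CTRL replicate 4 (permutation p = 0.036) or DPAn-6 replicate 4 (0.031), and its centred rho of −0.615 over all mice did too (permutation p = 0.0456). The pooled permutation p of Il6st and Adcyap1 was 0.243 in the 14-month mice only. For Il6st and Vgf, the centred adjusted permutation p was above 0.05 without CTRL replicate 1 (0.0622), 3 (0.108), 5 (0.0856) or 6 (0.0675). It was also above 0.05 without DPAn-6 replicate 2 (0.0947) or 3 (0.0723).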

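Tnfsf10 had a pooled r of −0.706 with Adcyap1 (permutation p = 0.00891, adjusted p = 0.012), −0.652 with Vgf (permutation p = 0.0218, adjusted p = 0.0233) and −0.687 with Nptx2 (permutation p = 0.0129, adjusted p = 0.0154). The rho values were −0.811 (permutation p = 0.0023), −0.783 (permutation p = 0.00418) and −0.685 (permutation p = 0.0174). Without CTRL replicate 6 and DPAn-6 replicate 1, r was −0.672, −0.747 and −0.604. No Pearson's r of the 3 passed 0.05 after centring, where r was −0.484, −0.359 and −0.411 with permutation p-values of 0.133, 0.290 and 0.209. The centred rho with Adcyap1 was −0.633 (permutation p = 0.0472). The pooled permutation p with Vgf was 0.0747 without DPAn-6 replicate 1 and 0.0519 without DPAn-6 replicate 3, and with Nptx2 it was 0.073 without DPAn-6 replicate 1. It was 0.107 with Vgf and 0.0712 with Nptx2 in the 14-month mice only. The centred one was 0.0258 with Vgf without CTRL replicate 6 and 0.0193 with Adcyap1 in the 14-month mice only.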

Figures 6I–K show inverse correlations between TNFSF10/TRAIL and ADCYAP1 (*p* = 0.0082, R^2^ = 0.519, Figure 6I), VGF (*p* = 0.016, R^2^ = 0.456, Figure 6J), NPTX2 (*p* = 0.0109, R^2^ = 0.493, Figure 6K). Figures 6L,M show the inverse correlations between IL10Rβ and ADCYAP1 (*p* = 0.0093, R^2^ = 0.507, Figure 6I), VGF (*p* = 0.0153, R^2^ = 0.461, Figure 6M). 

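Il10rb had a pooled r of −0.701 with Adcyap1 (permutation p = 0.00991, adjusted p = 0.0123) and −0.639 with Vgf (permutation p = 0.0245, adjusted p = 0.0253). The rho values were −0.615 (permutation p = 0.0378) and −0.664 (permutation p = 0.0216). Without DPAn-6 replicates 2 and 3, r was −0.479 for Adcyap1 and −0.529 for Vgf. The pooled permutation p was 0.0652 for Adcyap1 without DPAn-6 replicate 3, and for Vgf it was 0.0925 without that mouse and 0.0814 without CTRL replicate 3. Within the groups the relations were not detected, with a centred r of −0.283 (permutation p = 0.369) and −0.244 (permutation p = 0.396). For the 14-month mice only, the pooled permutation p was 0.0857 with Adcyap1 and 0.106 with Vgf.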

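Casp2 had a pooled r of −0.715 with Vgf (permutation p = 0.00934, adjusted p = 0.0121) and of −0.730 with Nptx2 (permutation p = 0.00603, adjusted p = 0.0104). The rho was −0.741 (permutation p = 0.00776) and −0.713 (permutation p = 0.0121). Without CTRL replicate 4 and DPAn-6 replicate 1, r was −0.611 with Vgf and −0.472 with Nptx2. After centring, r was −0.527 with Vgf (permutation p = 0.0271, adjusted p = 0.0935) and −0.570 with Nptx2 (permutation p = 0.0499, adjusted p = 0.141), so neither passed 0.05 after adjustment over the 31 pairs. On TMM-scaled log2 CPM, the centred r of Casp2 and Vgf was −0.655 and did (permutation p = 0.00417, adjusted p = 0.0259). The permutation p of Casp2 and Vgf was 0.0688 pooled and 0.0811 centred in the 14-month mice only. The centred rho of Casp2 and Nptx2 was −0.542 (permutation p = 0.0661), and in the 14-month mice only its centred r passed after adjustment (adjusted p = 0.0450). The centred permutation p with Vgf was above 0.05 without CTRL replicate 7 (0.0613) or DPAn-6 replicate 1 (0.0797) or 2 (0.0965). With Nptx2 it was above 0.05 without any mouse but CTRL replicate 7 and DPAn-6 replicates 2 and 4, at most 0.186, and the pooled one was 0.0556 without DPAn-6 replicate 1.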

Figures 6N,O show the inverse correlations between CASP2 and VGF (*p* = 0.0016, R^2^ = 0.646 Figure 6N), NPTX2 (*p* = 0.0032, R^2^ = 0.598, Figure 6O). 

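Of the 18 pairs of Figures 5G–I and 6A–O that set a microglial, receptor, ligand or caspase gene against Adcyap1, Vgf or Nptx2, 3 had both genes separated between the groups. In the other 15, the gene on the x axis overlapped between the groups while the neuronal gene did not. All 18 had a negative r after centring, and 5 of them passed 0.05 by permutation, of which 1 passed after adjustment over the 31 pairs (Il6st and Vgf). After adjustment, 2 passed on TMM-scaled log2 CPM (Casp2 and Vgf being the other) and 0 by Spearman's rho. In the 14-month mice only, 4 passed after adjustment and 17 of the 18 were negative. The adjusted p of Il6st and Vgf was above 0.05 without CTRL replicate 1, 3, 5 or 6 or DPAn-6 replicate 2 or 3.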

Taken together, these data suggest that the reduction of neuroinflammation and microgliosis with DPAn-6 is associated with improvements in indices of neurodegeneration and the protective VGF>NPTX2 pathway.

**Figure 6:**
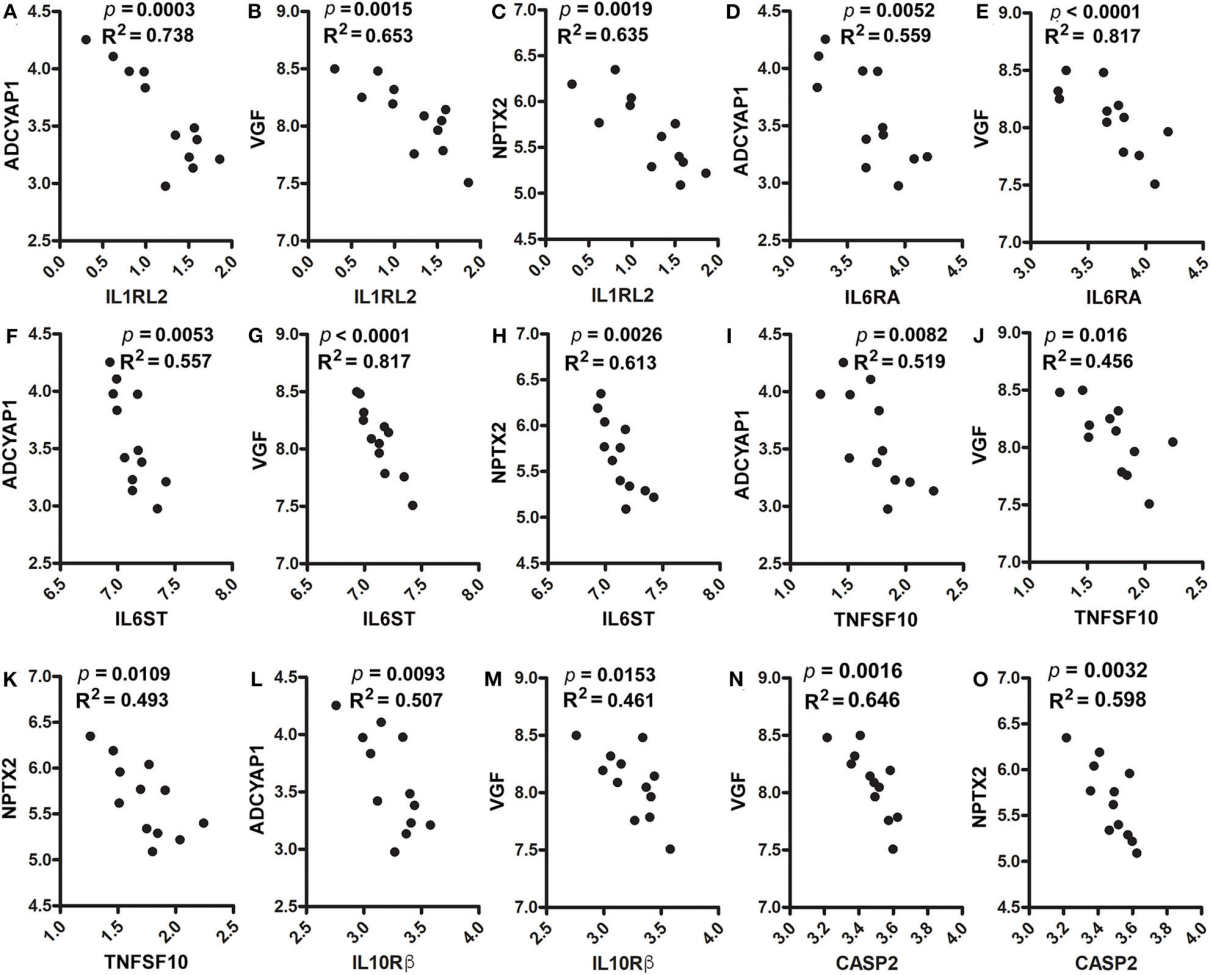
Correlation analysis of ADCYAP1, VGF, and NPTX2 with proinflammatory cytokines, cytokine receptors and caspases. In RNA-Seq data, **(A–C)**. IL1RL2 was inversely correlated with ADCYAP1 (*p* = 0.0003, R^2^ = 0.738, **A**), VGF (*p* = 0.0015, R^2^ = 0.653, **B**), and NPTX2 (*p* = 0.0019, R^2^ = 0.635, **C**). **(D,E)** IL6RA was inversely correlated with ADCYAP1 (*p* = 0.0052, R^2^ = 0.559, **D**) and VGF (*p* < 0.0001, R^2^ = 0.817, **E**). **(F–H)** IL6ST was inversely correlated with ADCYAP1 (*p* = 0.0053, R^2^ = 0.557, **F**), VGF (*p* < 0.0001, R^2^ = 0.817, **G**), and NPTX2 (*p* = 0.0026, R^2^ = 0.613, **H**). **(I–K)** TNFAF10 was inversely correlated with ADCYAP1 (*p* = 0.0082, R^2^ = 0.519, **I**), VGF (*p* = 0.016, R^2^ = 0.456, **J**), and NPTX2 (*p* = 0.0109, R^2^ = 0.493, **K**). **(L,M)** IL10Rß was inversely correlated with ADCYAP1 (*p* = 0.0093, R^2^ = 0.507, **L**) and VGF (*p* = 0.0153, R^2^ = 0.461, **M**). **(N,O)** CASP2 was inversely correlated with VGF (*p* = 0.0016, R^2^ = 0.646 **N**) and NPTX2 (*p* = 0.0032, R^2^ = 0.598, **O**).

### Suppression of Cyclooxygenases (COXs) With Omega-6 Fatty Acids *in vivo* and *in vitro*

A major negative concern with high n-6 linoleic acid (LA) intake has been the potential overproduction of eicosanoids derived from arachidonic acid metabolism via cyclooxygenases (COX) pathways, during which the inflammation is upregulated by eicosanoids. To test whether high LA diet influences COX, we measured brain COX2 mRNA expression by quantitative real-time RT-qPCR in EFAD mice fed with the high LA diet. Figure 7A shows that the high LA diet significantly suppressed COX2 mRNA expression in both E3FAD and E4FAD mice compared to standard (ST) diet (*p* < 0.0001). In the DPAn-6 experiment, DPAn-6 reduced COX1 gene expression in RNA-Seq data in aged E4FAD mice (*p* < 0.01, Figure 7B). 

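Ptgs1, which encodes COX1 (ENSMUSG00000047250; chromosome 2, 36230426 to 36252272), had 4.75 ± 0.12 log2 CPM (SD, n = 7) in CTRL and 4.51 ± 0.12 (SD, n = 5) in DPAn-6 mice, from 368 to 574 counts per mouse. The log2 fold change was −0.27 (standard error 0.08) with an exact permutation p of 0.0101. The adjusted p over all genes was 0.116 from edgeR, and the p adjusted over the list alone was 0.00956. Each of the 5 DPAn-6 mice was below the CTRL mean and 3 were below every CTRL mouse. Ptgs2, which encodes COX2 (ENSMUSG00000032487; chromosome 1, 150100031 to 150108227), did not differ detectably, with 3.90 ± 0.36 (SD, n = 7) in CTRL and 4.07 ± 0.16 (SD, n = 5) in DPAn-6 (exact permutation p = 0.364). The unadjusted edgeR p of Ptgs1 was 0.00450, and 0.0535 in the 14-month mice only.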

COX1 elevation is more microglia-specific than COX-2 which is elevated in neurons in AD brains, so we measured the impact of DPA on COX-2 in a cultured microglial cell line. DPAn-6 inhibited Aβ42 oligomer-stimulated COX2 mRNA expression in cultured microglial BV2 cell lines *in vitro* measured by RT-qPCR. In this experiment, BV2 cells were pretreated with 50 μM of DPAn-6 or 50 μM of LA for 24 h followed by treatment with 0.25 μM of Aβ42 oligomers for an additional 1 or 4 h. We found that DPAn-6 inhibited Aβ42 oligomers-stimulated elevation of COX2 mRNA expression at both 1 and 4 h, compared to Aβ42 oligomer-challenged control group without DPAn-6 treatment (*p* < 0.01, Figures 7C,D). In contrast, LA only showed short-term protective effects at 1 h (*p* = 0.056, Figure 7C) but not at 4 h (*p* > 0.05, Figure 7D). These data indicate that high n-6 LA diet and DPAn-6 suppress, rather than increase, COX mRNA expression, thus providing one possible explanation for high n-6 fatty acids' prevention of neuroinflammation.

**Figure 7:**
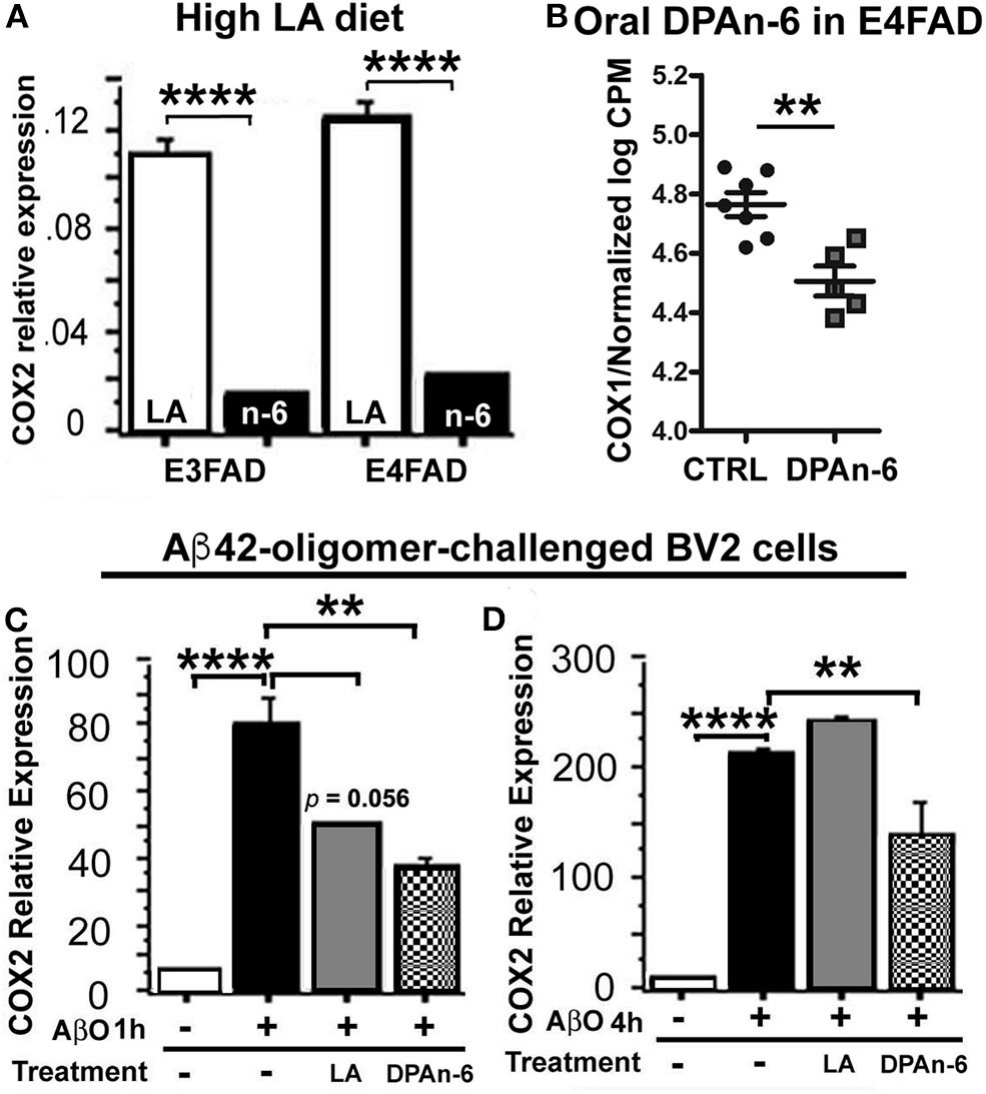
Linoleic acid and DPAn-6 reduced cyclooxygenases (COXs) in EFAD mice and in Aβ42 oligomers-stimulated microglial BV2 cells. **(A)** A high LA diet reduced mRNA expression of COX2 in both E3FAD and E4FAD mice compared to standard (ST) diet (*p* < 0.0001) measured by RT-qPCR. **(B)** DPAn-6 reduced COX1 gene expression in RNA-Seq data (*p* < 0.01) in DPAn-6 treatment of aged E4FAD. **(C,D)** DPA n-6 inhibited Aβ42 oligomer-stimulated elevation of COX2 mRNA measured by RT-qPCR at 1 h and 4 h compared to the Aβ42 oligomer-stimulated cells without DPAn-6 treatment (*p* < 0.01, **C,D**). LA showed a trend for short-term protective effects at 1 h (*p* = 0.056, **C**) but not at 4 h (*p* > 0.05, **D**). Data represent the mean ± SEM. Significance was analyzed by one-way ANOVA **(A,C,D)** and an unpaired, two-tailed Student's *t*-test **(B)**, **p < 0.01 and ****p < 0.0001.

## Discussion

For decades, omega-6 (n-6) polyunsaturated fatty acids (PUFAs) have been widely considered pro-inflammatory. However, in this study, we provide initial evidence that a high dietary n-6 linoleic acid (LA, 18:2n-6) or oral gavage of its metabolite n-6 docosapentaenoic acid (DPAn-6, 22:5n-6) actually promote resolution of neuroinflammation, suppressing microglia activation and cyclooxygenases (COXs), and improving indices of apoptotic neurodegeneration and the neuroprotective VGF pathway implicated in neurons in Alzheimer's disease (AD) model 5xFAD/APOE mice, including E3FAD and E4FAD mice.

Extensive studies have suggested that n-6 PUFAs are primarily pro-inflammatory because n-6 arachidonic acid (ARA, 20:4n-6) is a substrate for COX enzymes that produce prostaglandins, well-known important inflammatory mediators. While LA is a precursor of ARA, unexpectedly, here both dietary LA and oral gavage DPAn-6 reduced COX gene expression in AD models *in vivo* and in Aβ stimulated BV2 microglia *in vitro* (Figure 7). Our results are consistent with a study using LPS-stimulated human peripheral blood mononuclear cells where DPAn-6 also reduced COX-2 and the production of prostaglandin E2 (45). In fact, several studies have indicated that there is insufficient evidence supporting the common belief that high LA intake is harmful due to causing inflammation. A review paper that summarized 15 randomized controlled trials of dietary n-6 PUFAs (mainly LA), reported that none of the studies showed elevation of pro-inflammatory markers by n-6 PUFAs in healthy adult populations (65). Further, there is no conclusive evidence available regarding a safe upper limitation of LA intake (66). In addition, our data are also supported by clinical studies, in which high LA intake was associated with anti-inflammatory effects in healthy adults and in chronic inflammatory-related diseases such as allergic airway inflammation and periodontitis (16, 67–69). The underlying mechanisms remain unclear. Here we found that a high LA diet did not alter brain LA levels. Instead, it increased its metabolite DPAn-6 in the brain of AD models (Table 1), indicating LA could function through the very large percentage changes in its long chain metabolite, DPAn-6.

Although neuroinflammation plays a vital role in the development and progression of AD (70), we lack an effective treatment to control neuroinflammation relevant to AD. In human studies, n-6 PUFAs could have robust anti-neuroinflammatory effects toward resolution at both early and late disease stages as they do in our mouse AD models. In human, the neuroinflammatory phenotype occurs more robustly at earlier rather than later stages of AD (71). Consistent with human studies, we found that unlike adult 6–8-month-old E4FAD mice, the aged E4FAD mice display extremely low expression levels of IL-6, TNF, and IL-10, which were not even detectable in our RNA-seq data. 

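In the 12 libraries, Il6 (ENSMUSG00000025746) had between 0 and 4 counts per mouse, with 0 counts in 4 mice. Tnf (ENSMUSG00000024401) had between 1 and 6 counts in each of the 12 mice. Il10 (ENSMUSG00000016529) had 0 counts in 11 mice and 1 count in 1 mouse. At these depths, a count of 0 allows a level of up to 0.113 CPM in the deepest library and 0.197 CPM in the shallowest, taking 3 counts as the limit and covering counting error only. The highest level among the 12 mice was 0.261 CPM for Il6, 0.344 CPM for Tnf and 0.0539 CPM for Il10. None of the 3 genes passed the filter on low counts, and no fold change was computed for them. Libraries of 6 to 8-month-old mice were not analysed here.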

IL-1 (IL1α and IL1ß) were barely detectable (Value of IL1α mRNA expression counts was 0.128~0.353, IL1ß was−1.68~−1.75, data not shown). This indicates that the elevation of these cytokines which can be detected at both the protein and mRNA level in younger animals was more pronounced at early rather than late stages of E4FAD mice. 

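Il1a (ENSMUSG00000027399) had 10 to 34 counts per mouse, with 0.33 ± 0.52 log2 CPM (SD, n = 7) in CTRL and 0.14 ± 0.69 (SD, n = 5) in DPAn-6. It passed the filter on low counts, and its log2 fold change of −0.17 (standard error 0.31) was smaller than the spread between mice (exact permutation p = 0.585) and became 0.02 without DPAn-6 replicate 3. Il1b (ENSMUSG00000027398) had 1 to 10 counts per mouse, with −1.78 ± 1.07 log2 CPM (SD, n = 7) in CTRL and −1.67 ± 0.33 (SD, n = 5) in DPAn-6, and was left out by the filter.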

In human AD, pro-inflammatory cytokine levels also decline as the disease progresses, apparently reflecting a “tolerance” to the amyloid burden. This might explain why the reduction of neuroinflammation by NSAIDs has been ineffective in treating AD in clinical trials but repeatedly associates with reduced AD risk in epidemiological studies. Intriguingly, unlike NSAIDs, we found that DPAn-6 modulated neuroinflammation toward resolution in the late stage of aged E4FAD mice. DPAn-6 reduced mRNA expressions of IL1RL2, IL6RA, IL6ST, TNFR2, TRAIL, and IL10Rß (Figure 2), which are all significantly upregulated in AD brain (36, 37, 40, 42).

Microgliosis is one of the important pathological features of AD. We found that DPAn-6 attenuated microgliosis revealed by immunostaining. It also reduced gene expression of microglial markers of TMEM119, CD68, and TREM2 (Figure 3). TREM2 was correlated with Iba1, TMEM119, and CD68, consistent with TREM2 upregulation in specific phenotypes of disease or amyloid-associated microglia. TREM2 is a key player in the sustained-microglial expansion during aging (72) although its function is not yet fully understood. The genetic variants of TREM2 have been reported to increase AD risk (2, 3). TREM2 has been suggested as a receptor required for disease-associated microglia (DAM) (6). In support of this concept, TREM2 deficiency eliminates TREM2+ inflammatory macrophages and ameliorates pathology at later stages in AD mouse models (73). In addition, our data showed that the microglial activation marker CD68 was positively correlated with inflammatory markers of IL1RL1, IL6RA, IL6ST, TNFR1, and IL10Rß (Figure 3). Although numerous studies have demonstrated that activated microglia respond to phagocytosis of Aβ (74), however, after a prolonged period of activation, these activated microglia may decrease or lose their Aβ phagocytic capacity (75, 76). This may correlate with an Aβ “tolerant” phenotype that can be reversed by effective antibody therapies and treatments that reduce Aβ (77). Therefore, the improvement of microgliosis by DPAn-6 could improve microglial phagocytic function relevant to AD.

Furthermore, we found that DPAn-6 reduced gene expression of caspase 6 and trended to reduce caspase 2 and caspase 8 (Figure 4). These caspases are endoproteases that provide critical links in cell regulatory networks controlling inflammation and cell death, implicated in neurodegenerative diseases. Interestingly, the activated microglia marker CD68 was positively correlated with CASP2 and CASP8, indicating a close association of activated microglia with apoptosis in EFAD mice. DPAn-6 also reduced caspase-cleaved actin fragments (Fractin), further supporting DPAn-6 limiting apoptosis. In addition, DPAn-6 increased ADCYAP1 and the neurotrophic factor VGF as well as a known downstream excitatory synaptic protein marker, neuronal pentraxin 2 (NPTX2). They were inversely correlated with activated microglial marker CD68 (Figure 5), proinflammatory cytokine, cytokine receptors and apoptotic genes (Figure 6), consistent with a reciprocal relationship between a neurodegenerative “activated” microglial phenotype and the loss of excitatory synapses that occurs early in MCI.

In conclusion for this study, we found that n-6 fatty acid linoleic acid and its metabolite DPAn-6 can have robust anti-neuroinflammatory effects *in vivo* in AD models while linoleic acid may exert protective functions through increasing brain DPAn-6 levels. DPAn-6 by gavage reduced neuroinflammation, microgliosis, and apoptosis, and it improved neuroprotective gene expression in the late stage of our AD models with advanced AD pathology against the background of APOE4, a strong genetic risk factor for late-onset AD (Figure 8). These indicate that DPAn-6 could be a new potential anti-inflammatory lipid mediator for treating neuroinflammation in AD.

**Figure 8:**
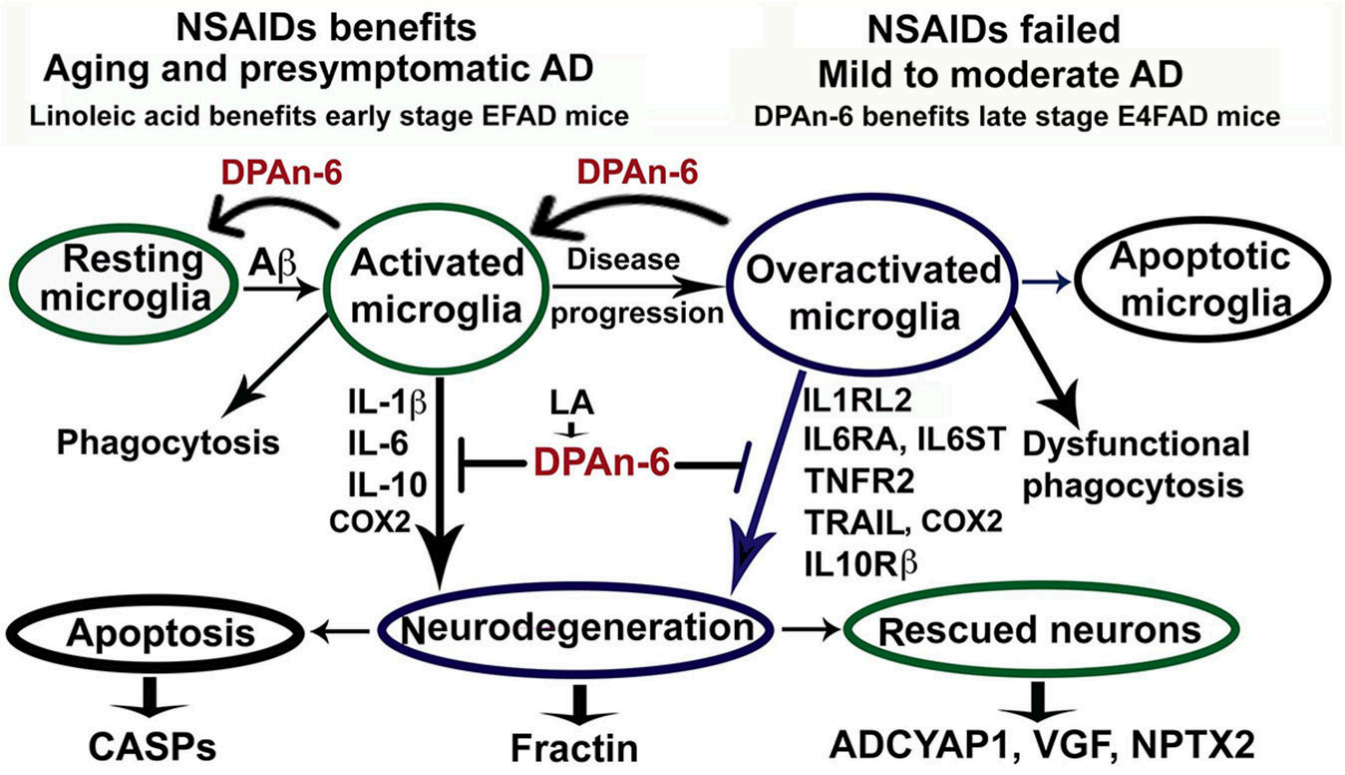
Schematic representation of omega-6 fatty acid docosapentaenoic acid (DPAn-6) positively resolving neuroinflammation in early and late stages of Alzheimer's disease (AD) models with the background of humanized APOE isoforms. In aging, MCI and early-stage AD, Aβ and other cellular debris can induce innate immune responses to activate microglia for phagocytosis (74). During this process, activated microglia release proinflammatory cytokines that can damage neurons if the response is not resolved adequately. Many studies have indicated that NSAIDs and other anti-inflammatory drugs, including COX2 inhibitors, can inhibit neuroinflammation in animal models (8, 9). However, clinical trials with these drugs have failed to date (12). Here we found that DPAn-6 resolved neuroinflammation in early-stage AD models, suggesting DPAn-6 may function similarly to NSAIDs. Further, with the progression of AD, sustainably activated microglia (overactivated microglia) may lose their phagocytotic function. These overactivated microglia may reduce expression of some known proinflammatory cytokines but sustain increases in cytokine receptors of IL1RL2, IL6RA, IL6ST, TNFR2, TRAIL, and IL10Rß (35–43), which may further damage neurons. Here we found that DPAn-6 suppressed the expression of these selected cytokines and cytokine receptors at late stages in the E4FAD model. It also improved toxicity evidenced by reductions of caspases and caspase-cleavage fragments. DPAn-6, which is normally produced in the liver and can be taken up by the brain in response to high n-6 diets, can resolve neuroinflammation at the late stage of AD models with advanced AD pathology in the background of APOE4 isoform, a strong genetic risk factor for AD.

## Data Availability Statement

The RNA-Seq data was deposited to NCBI - GSE156936.

## Ethics Statement

The animal study was reviewed and approved by the Animal Research Committee, University of California, Los Angeles.

## Author Contributions

Q-LM contributed to the experimental design, funding, conducting experiments, analyzing data, preparing figures, and writing the first manuscript of the paper. GC and SF contributed to the experimental design and funding and paper writing. MM and MP contributed to the RNA-Seq assay. TS contributed to the RNA-Seq data processing and analysis. BT contributed to his expertise in RNA-Seq/RT-qPCR assistance. MJ contributed to the proinflammatory cytokine assay. CZ, PD, DC, and XG contributed to the conduction of animal experiments. FR and KC contributed to the immunohistochemistry. ZL contributed to funding in support CZ living in USA. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

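RNA-Seq was measured in the cortex of 12 E4FAD mice, with 7 CTRL and 5 DPAn-6 mice and 1 library per mouse. The authors prepared poly(A)-selected KAPA mRNA libraries, aligned the reads with STAR to GRCm38 with Ensembl annotation and deposited 1 table of raw counts per gene, with no normalization. The strand column of the counting is not stated in the paper's text, and sex is given per group only. The count table holds 50563 genes, of which 30214 had a count in at least 1 mouse. Gene names, positions and lengths were taken from the GENCODE M21 annotation of GRCm38, in which 50339 of the gene identifiers were matched. Values printed as log2 CPM were computed here from the deposited counts, with a pseudocount of 0.5 and the total count on genes as library total.

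Genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr by group, glmQLFit and glmQLFTest), with no covariate, and adjusted by the Benjamini-Hochberg method. The standard error of an edgeR log2 fold change was taken as its absolute value divided by the square root of the F statistic. Single genes were also compared by a two-sided exact permutation test of mean log2 CPM. Marker lists were tested with limma 3.58.1 by camera with a preset correlation of 0.01 between genes, by fry, and by camera with an estimated correlation. Of 18 lists written in advance, 17 had at least 3 genes tested. They cover homeostatic and disease-associated microglia, other cell types, layers of the cortex, activity genes, neighbouring regions and blood, and the list for the hypothalamus had too few genes. Another 5 lists, for meningeal fibroblasts, border macrophages, mural cells and the 2 arms of the circadian clock, were written after values of some of their members had been seen. Correlations were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with 100000 resamples and a fixed seed.

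The genes named are the genes of the paper's RNA-Seq comparisons and correlations, the cytokines and cyclooxygenases it discusses, genes related to the transgenes or to sex, list members where their list is discussed, and the 5 largest rises and 5 largest falls among genes with an adjusted p below 0.05 and no overlap between the groups. The values of the paper's genes in its figures had been seen when this rule was written. The alternatives were DESeq2 1.42.0, limma-voom with and without sample weights, library totals without TMM, no filter on low counts, at least 1 CPM in 5 mice, age or Xist as covariate, 14-month mice only, the replicate number as a block, and each mouse left out in turn. Added after the data were seen were the removal of each library's trend on transcript length and GC content, that removal with the block, Ttr as covariate, the removal of Gm42418 and, for single tests, Xist beside the age interaction and the mean of each region list as covariate. No library was left out of the reported values.

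The tests were run on simulated data, drawn from the means and totals of these libraries. With 10 simulated data sets, the false share of calls was 4.72% for edgeR, 4.47% for limma-voom and 14.6% for DESeq2. Camera found the changed list in 10 of 10 and called 0.3 unchanged lists on average. On the real libraries it called more, with a median of 5 lists and at most 10 among splits other than the real one. In simulated pairs of genes strongly related within the groups, the pooled correlation passed 0.05 in 91.0% and the centred correlation in 89.5%. Weaker relations were not simulated, so a pair that did not pass after centring can still be related.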

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

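The tests of the length and GC trend, of strain or litter variants and of paralogs were chosen only after the results were seen. Over 100 groups of values, 6 held a mouse far from the others of its group by Dixon's criterion, where chance gives 5, so the number itself is not above chance. The CTRL group's gap over range was 0.746 on the first principal component and 0.659 for Tmem119, with CTRL replicate 3 apart in both, and 0.594 for Gm37107, where CTRL replicate 3 was again apart. It was 0.589 for Ighg2c, with CTRL replicate 7 apart (critical value 0.568). In the DPAn-6 group it was 0.933 for the striatum list, with DPAn-6 replicate 1 apart, and 0.748 for the blood list, with DPAn-6 replicate 2 apart (critical value 0.71).

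CTRL replicate 3 lay at 73.6 on the first principal component, where the nearest CTRL mouse lay at 8.56. Its log2 CPM relative to the other libraries followed GC content with a rho of −0.61 across genes, which are not independent replicates. With each library's trend on length and GC removed, the gap over range was still 0.649, so that trend is not the whole source of its distance. The removal set DPAn-6 replicate 3 apart in its own group, at 23.9 where the others lay from 11.6 to 12.9, with a gap over range of 0.890, above the critical value, where it had been 0.396 in that group. The design names no condition that sets this mouse apart from the other CTRL mice, and no biological explanation was tested. Without it, 953 genes had an adjusted p below 0.05 in place of 243. No test was run for the striatum and blood lists or for Gm37107 and Ighg2c, and their source stays open.

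The effect of DPAn-6 on Pcdha8 differed between the ages by a test of the interaction (log2 difference 3.66, standard error 0.45, adjusted p = 0.0289 by edgeR). Its counts were 37 and 34 in the 12-month CTRL mice, 6 and 6 in the 12-month DPAn-6 mice, 7 to 15 in the 14-month CTRL mice and 23 to 42 in the 14-month DPAn-6 mice. It was the 1 gene called by edgeR, and also the 1 called by limma-voom (adjusted p = 0.0413), and 669 genes had an unadjusted p below 0.05, fewer than the 784.4 expected with no difference. With Xist as a covariate beside the interaction, chosen after the values were seen, the adjusted p was 0.230, no gene was called and 2784 genes had an unadjusted p below 0.05. Xist had a log2 CPM of 9.65 and 9.42 in the 12-month CTRL mice and 2.07 and 1.48 in the 12-month DPAn-6 mice, and the model of the interaction holds no term for sex, which the labels do not give per mouse. Protocadherin alpha genes share exons, so the authors' counting could not always assign their reads and the value is uncertain. With 2 mice per group at 12 months, age, sex and other differences between these mice cannot be told apart.

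Outside the 17 genes compared in the paper, 238 genes had an adjusted p below 0.05. Of the 15688 genes tested, 505 had no overlap between the groups, or 3.22%, where chance gives 0.253%, and 173 of these were called. Among 100 splits of the mice into 7 and 5, 1 gave as many calls, the real one, and the largest other count was 3, so chance alone is excluded for that count.

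Among genes on in some mice and off in others, 4 outside the choroid plexus pattern differed between the groups, on 4 chromosomes. Sept12 was on in 3 DPAn-6 and 0 CTRL mice, Gm13394 in 4 DPAn-6 and 0 CTRL mice, Gm6166 in 5 CTRL and 0 DPAn-6 mice, and Eno1b in 7 CTRL mice and 1 DPAn-6 mouse. These genes and the limits that define them (a gap of 3 on the log2 scale, r with Ttr of at most 0.7) were chosen after the values were seen. As many differed in a share of 0.00126 of all splits, which is the smallest they can give, and over 12 settings of the limits the share was at most 0.0114. A candidate explanation is strain or litter variants spread unevenly over the groups, which would be confounded with the treatment for other genes too. Of the 4 genes, 2 are annotated as processed pseudogenes, so reads shared with paralogs cannot be told apart from it for those 2, because the counts hold no read sequence.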

How the results depend on the processing

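The removal of the length and GC trend, alone or with the block, the Ttr covariate and the removal of Gm42418 were chosen only after the data were seen. Of 442 values of the 17 genes under 26 alternatives each, 401 kept their direction and their side of 0.05, 30 no longer passed, 11 newly passed and 0 reversed. For the 5 largest rises, 108 of 130 values kept both and 22 no longer passed, and for the 5 largest falls 105 of 129 did and 24 no longer passed. For the lists, 391 of 476 values kept both, 49 no longer passed, 8 newly passed and 28 reversed, counting a list as reversed when its test direction or the sign of its median changed.

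The 243 calls became 671 by DESeq2, whose calls held more false ones in simulated data. Limma-voom gave 224, and 1267 with sample weights. There were 454 with the trend removed. With Ttr in the model, which itself differed between the groups, there were 17 calls. In the 14-month mice only, with fewer mice and sex not in the model, there were 9. Among them, Xist had a log2 CPM of 9.18, 9.60 and 9.15 in DPAn-6 replicates 1, 2 and 5. It was 9.63 and 10.6 in CTRL replicates 2 and 3, and 1.56, 1.585 and 0.460 in CTRL replicates 4, 5 and 6. A difference in sex between the 14-month groups therefore cannot be told apart from the treatment. Genes at an unadjusted p below 0.05 went from 2280 to 1429 in the 14-month mice, 3870 with sample weights and 1003 with Ttr. The paper's genes past 0.05 went from 13 to 6 in the 14-month mice. The lists called went from 10 to 4 by fry, 0 by camera with an estimated correlation and 5 with Ttr. Correlations went in the 14-month mice from 30 to 17 pooled and from 11 to 7 centred. With Xist beside the interaction, chosen after the values were seen, the genes whose effect differed by age went from 1 to 0. Apart from the fewer mice and the simulated false calls, the cause was not tested. The 4 lists called by fry became 0 in the 14-month mice, where the oligodendrocyte list was called instead, and 2 with Ttr. The fry value of the homeostatic list ranged from 0.00233 to 0.0704.

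Leaving out each mouse gave 64 (without DPAn-6 replicate 3) to 953 calls (without CTRL replicate 3), and 10 of 12 counts moved by over 1.5 times. The others of these were 137, 160, 144 and 147 without CTRL replicates 1, 2, 4 and 6, and 104, 124, 93 and 108 without DPAn-6 replicates 1, 2, 4 and 5. Unadjusted counts ranged from 1758 to 3611 (without CTRL replicate 3), the paper's genes from 10 to 15, lists from 7 to 11, pooled correlations from 25 to 31 and centred ones from 7 (without DPAn-6 replicate 3) to 12.

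The replicate numbers do not pair the mice, since the correlations of same-numbered mice were 0.091, 0.016, −0.125, 0.220 and −0.067. With the replicate block there were 79 calls, of which 9 were higher and 70 lower, and with the trend also removed 169. Fry called 0 lists with the block and 1 with the trend also removed.

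Values that reversed follow, none of them past 0.05 in that setting. In the 14-month mice, they were −0.028 for Ptgs2, 0.20 for Apoe, −0.044 for the hippocampus, −0.061 for the excitatory neuron and 0.15 for the blood list. With the block, they were 0.063 for Apoe and −0.0067 for the hippocampus list. With the trend removed, they were −0.040 for Thy1, 0.037 for the upper-layer list and 0.056 for the hippocampus list, and with block and trend −0.040 for Thy1 and 0.068 for the upper-layer list. With Ttr, they were −0.055 for App, −0.13 for the striatum list, 0.63 for the choroid plexus list and 0.029 for the hippocampus list. Without a filter, they were 0.0070 for the endothelial and −0.010 for the hippocampus list. The hippocampus list was 0.11 at 1 CPM in 5 mice, −0.023 by DESeq2 and −0.0019 with sample weights, and the endothelial list 0.0025 by limma-voom and 0.012 without TMM. With each mouse left out, Il1a ranged from −0.35 (without DPAn-6 replicate 2) to 0.023 (without DPAn-6 replicate 3), Apoe from −0.15 (without CTRL replicate 3) to 0.016 (without DPAn-6 replicate 3), the endothelial list from −0.041 (without CTRL replicate 5) to 0.011 (without DPAn-6 replicate 5), the excitatory neuron list from −0.00087 (without CTRL replicate 2) to 0.15 (without CTRL replicate 3) and the hippocampus list from −0.060 (without DPAn-6 replicate 4) to 0.14 (without CTRL replicate 3). The cause was not tested. Depth limits genes such as Il6 and Il10, where 0 counts allow up to 0.197 CPM in the shallowest library.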

Differences from the paper's values

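No test here was chosen only after the result was seen. For IL6RA and VGF, the paper's R² is 0.817 and the value here is 0.536. Of the 15 alternatives set before the data were examined, 6 came within 1.5 times the paper's value, the limit used here for R² and p, namely TMM-scaled log2 CPM (0.571) and leaving out CTRL replicate 2 or 5 or DPAn-6 replicate 1, 2 or 4. The other 9 did not. With TMM scaling it was still the pair farthest from the paper's value, by 0.246. The paper gives the same value for IL6ST and VGF, for which R² here was 0.773. Over the 31 pairs, the median difference from the paper's R² was 0.0188, with 8 within 0.01, and on the TMM-scaled values 0.00728, with 18 within 0.01.

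For single genes, the paper's p and the unadjusted edgeR p here differed by more than 1.5 times in 6, each over 25 alternatives. The tests are not the same, since the paper's figure legends name an unpaired test of group means for these p-values, while edgeR models counts. The nearest test run here is the exact permutation test of mean log2 CPM, also with TMM scaling and with a pseudocount of 2. Its p on log2 CPM was 0.0101 for Il6ra, 0.0265 for Il6st, 0.00379 for Cd68, 0.106 for Aif1, 0.053 for Casp2 and 0.102 for Casp8, so part of these differences can come from the test. For IL6RA, the paper's value is 0.01 and the value here 0.00396, with 7 within (without CTRL replicate 1 or 2 or DPAn-6 replicate 3 or 4, and the 3 forms of the exact permutation test). For IL6ST, the paper's value is 0.01 and the value here 0.0188, with 4 within (DESeq2, Xist as covariate, sample weights, without DPAn-6 replicate 2). For CD68, the paper's value is 0.01 and the value here 0.00100, with 0 within. For Iba1, the paper's value is 0.096 and the value here 0.0591, with 14 within (limma-voom, no TMM, no filter, age, replicate block, the 3 forms of the exact permutation test, and without CTRL replicate 1, 2, 4 or 7 or DPAn-6 replicate 1 or 4). For CASP2, the paper's value is 0.064 and the value here 0.114, with 3 within (without DPAn-6 replicate 2, and the exact permutation test with either pseudocount). For CASP8, the paper's value is 0.057 and the value here 0.0906, with 7 within (Xist, sample weights, the exact permutation test with TMM scaling, and without CTRL replicate 2, 4 or 5 or DPAn-6 replicate 2). The remaining alternatives did not come within.

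The paper states that CASP6 was significantly reduced. Here its unadjusted edgeR p was 0.0898, with the same direction, and it passed 0.05 only without DPAn-6 replicate 2 (0.0457). The paper states a significant correlation of CD68 with CASP2. Pooled r here did not pass (permutation p = 0.0595), and it did on TMM-scaled values (0.0312), by Spearman's rho (0.0192) and without DPAn-6 replicate 1 (0.0192) or 2 (0.0472). The paper states that IL-6, TNF and IL-10 could not be detected. Here Tnf had 1 to 6 counts in 12 mice, Il6 had counts in 8 mice and Il10 in 1.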

Other observations

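The tests of depth, Gm42418, the length and GC trend, Ttr, region list means as covariates, meningeal tissue, clock genes and choroid plexus tissue, and the splits other than for the count of calls, were chosen only after the results were seen. Among 100 splits of the mice, as many genes at an unadjusted p below 0.05 were found in 4, as many of the paper's genes in 2 and as many lists in 2, the real split included. For the genes at an unadjusted p below 0.05 and for the lists, chance alone is excluded at the level of 0.05. Even so, other splits reached up to 2805 such genes (2280 in the real split) and 10 lists (10). For the paper's genes, where another split reached 16 (13 in the real split), no such conclusion is drawn. The split with 16 kept 4 of the 5 DPAn-6 mice together, so it holds most of the real contrast. The paper's genes were chosen on these mice, so their count is not independent evidence. The median of the other splits for lists was 5.

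For the lower microglial genes, several technical sources were tested. A lower share of microglia through more of all other cells would raise the other cell types alike, and the oligodendrocyte and astrocyte lists moved apart by 0.37 (exact permutation p = 0.00253). No region list separated the groups, and the smallest exact permutation p was 0.0581, for the choroid plexus, but Ttr, which marks it, differed (exact permutation p = 0.0189), so this test leaves such tissue open. With the mean of a region list in the model, the fry value of the homeostatic list was at most 0.0227, so none of these regions is the whole source. Thy1, whose cassette drives the 5xFAD transgenes, had a log2 fold change of 0.072 (exact permutation p = 0.436), which ranged from 0.02 (without DPAn-6 replicate 5) to 0.18 (without CTRL replicate 3) and was −0.04 with the length and GC trend removed, so a transgene difference cannot be told apart by this value. The fry value of the homeostatic list was 0.00233 with Xist in the model, 0.00700 with age, 0.00428 with the trend removed, 0.00466 without Gm42418 and 0.0319 with Ttr. Total counts did not differ (exact permutation p = 0.222). Less meningeal tissue in the DPAn-6 dissections cannot be told apart, because within the groups the meningeal and homeostatic list means had an r of 0.569 that did not pass 0.05 (permutation p = 0.0564). Fewer microglia and lower expression per microglial cell stay open here, as bulk counts hold no value that separates them. The paper's Iba1 staining, in which it reports fewer hypertrophied and smaller activated microglia, was not examined here.

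For the higher Adcyap1, Vgf and Nptx2, the general neuron list had a median log2 fold change of 0.082, far below theirs, which argues against neuronal content as the whole source. Neuronal activity at the time of death cannot be told apart from the treatment. The immediate-early list mean did not differ detectably (exact permutation p = 0.116), while late-response genes did. Camera with the preset correlation called the immediate-early list higher too (adjusted p = 0.00784).

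Other lists written in advance gave a median log2 fold change of 0.20 for inhibitory neurons (10 of 10 higher, exact permutation p = 0.00126, the smallest they can give, and fry 0.0710 in the 14-month mice only), 0.04 for excitatory neurons, −0.09 for upper and 0.11 for deep layers, −0.01 for endothelial cells, 0.35 for the striatum, −0.25 for the thalamus, −0.21 for blood and −2.65 for the choroid plexus. With each mouse left out in turn, the medians ranged from −0.32 to −2.42e-05 for the thalamus (without CTRL replicate 4 and 3), from −0.98 to −0.04 for blood (without DPAn-6 replicate 2, where fry gave 0.0426, and 5), from 0.24 to 0.57 for the striatum, from −2.85 to −1.89 for the choroid plexus, from −0.14 to −0.02 for upper and 0.09 to 0.18 for deep layers, from 0.15 to 0.23 for inhibitory neurons, from 0.05 to 0.12 for general neurons and from 0.07 to 0.28 for immediate-early genes. The hippocampus list had a median of 0.02, a mean of −0.20 and a test direction down. The lists written after some values had been seen gave −0.64 for meningeal fibroblasts (12 of 12 lower), −1.11 for border macrophages (6 of 6 lower) and −0.20 for mural cells (7 of 7 lower). The exact permutation p of these list means was 0.00253, 0.00126 and 0.00379.

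The Per and Dbp arm of the clock had a median of −0.32, with 10 of 12 genes lower, and the Bmal1 arm 0.26, with 4 of 4 higher. The 11 clock genes that were not called differed between the arms by 0.38 (exact permutation p = 0.00126, the smallest they can give), but all their values had been seen when this test was chosen. Per1 (0.01) and Nr1d1 (0.21) went against their arm. A time of death that differed between the groups may have contributed, and it cannot be told apart from an effect of DPAn-6, since no times of death were given.

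Longer transcripts were lower in DPAn-6, with a rho of −0.242 between length and log2 fold change over 14055 protein-coding genes, which are not independent replicates. With these genes divided by length into 10 groups of like size, 42 genes of the longest group were called lower and 0 higher. The trend per library ranged from −0.41 to 0.33 and did not differ detectably between the groups (exact permutation p = 0.208). With so few mice, that test cannot tell the source of the pattern. RNA quality or library preparation that varies between libraries could produce it, and an effect of DPAn-6 is not excluded. Choroid plexus markers were high in CTRL replicates 2, 3 and 5, and for 8 of 8 markers, Ttr itself among them, the 3 highest libraries were these, consistent with choroid plexus tissue in those dissections. Gm42418, which overlaps an annotated ribosomal RNA gene, took 0.279% to 3.92% of the counts, as ribosomal RNA left in the libraries could produce. Its share did not differ detectably between the groups (exact permutation p = 0.0694). The overlap of the groups came from CTRL replicate 3 alone, at 0.279%. The other CTRL mice, from 0.868% to 3.92%, lay above every DPAn-6 mouse, from 0.401% to 0.810%.

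The largest rises with no overlap between the groups were Pmaip1 (1.72), Gm37107 (1.48), Gm43242 (1.35), Vipr2 (1.20) and Pkd2l1 (1.18), and the largest falls Ighg2c (−3.16), Gm5898 (−2.65), Spata18 (−2.27), Perm1 (−2.26) and Rtp1 (−2.22), as log2 fold changes. With each mouse left out in turn, 7 of these 10 kept an adjusted p below 0.05. That of Vipr2 was above it without CTRL replicate 4 or 6 or DPAn-6 replicate 1, 2, 4 or 5, at most 0.0918, that of Perm1 without any mouse but CTRL replicate 3 and DPAn-6 replicate 5, at most 0.129, and that of Rtp1 without DPAn-6 replicate 3, 4 or 5, at most 0.0772. Gm5898 is a processed pseudogene whose reads could not always be told from those of its parent. App (0.05) and Apoe (−0.05) did not differ detectably (exact permutation p = 0.407 and 0.963). Nor did the genes linked to sex, Xist (0.871), Ddx3y (0.479), Uty (0.525), Kdm5d (0.631) and Eif2s3y (0.668), by the same exact permutation test.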
